# Super-enhancer profiling identifies novel critical and targetable cancer survival gene LYL1 in pediatric acute myeloid leukemia

**DOI:** 10.1186/s13046-022-02428-9

**Published:** 2022-07-16

**Authors:** Fang Fang, Jun Lu, Xu Sang, Yan-Fang Tao, Jian-Wei Wang, Zi-Mu Zhang, Yong-Ping Zhang, Xiao-Lu Li, Yi Xie, Shui-Yan Wu, Xin-Ran Chu, Gen Li, Di Wu, Yan-Ling Chen, Juan-Juan Yu, Si-qi Jia, Chen-xi Feng, Yuan-Yuan Tian, Zhi-Heng Li, Jing Ling, Shao-Yan Hu, Jian Pan

**Keywords:** Acute myeloid leukemia, Super-enhancer, LYL1, GNE-987, ChIP-Seq analysis

## Abstract

**Background:**

Acute myeloid leukemia (AML) is a myeloid neoplasm makes up 7.6% of hematopoietic malignancies. Super-enhancers (SEs) represent a special group of enhancers, which have been reported in multiple cell types. In this study, we explored super-enhancer profiling through ChIP-Seq analysis of AML samples and AML cell lines, followed by functional analysis.

**Methods:**

ChIP-seq analysis for H3K27ac was performed in 11 AML samples, 7 T-ALL samples, 8 B-ALL samples, and in NB4 cell line. Genes and pathways affected by GNE-987 treatment were identified by gene expression analysis using RNA-seq. One of the genes associated with super-enhancer and affected by GNE-987 treatment was LYL1 basic helix-loop-helix family member (*LYL1*). shRNA mediated gene interference was used to down-regulate the expression of *LYL1* in AML cell lines, and knockdown efficiency was detected by RT-qPCR and western blotting. The effect of knockdown on the growth of AML cell lines was evaluated by CCK-8. Western blotting was used to detect PARP cleavage, and flow cytometry were used to determine the effect of knockdown on apoptosis of AML cells.

**Results:**

We identified a total of 200 genes which were commonly associated with super-enhancers in ≧10 AML samples, and were found enriched in regulation of transcription. Using the BRD4 inhibitor GNE-987, we assessed the dependence of AML cells on transcriptional activation for growth and found GNE-987 treatment predominantly inhibits cell growth in AML cells. Moreover, 20 candidate genes were selected by super-enhancer profile and gene expression profile and among which *LYL1* was observed to promote cell growth and survival in human AML cells.

**Conclusions:**

In summary, we identified 200 common super-enhancer-associated genes in AML samples, and a series of those genes are cancer genes. We also found GNE-987 treatment downregulates the expression of super-enhancer-associated genes in AML cells, including the expression of *LYL1*. Further functional analysis indicated that *LYL1* is required for AML cell growth and survival. These findings promote understanding of AML pathophysiology and elucidated an important role of *LYL1* in AML progression.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-022-02428-9.

## Background

Acute myeloid leukemia (AML) is a myeloid neoplasm that accounts for 7.6% of hematopoietic malignancies. In bone marrow (BM), AML arise from oncogenic transformation of hematopoietic progenitors which damages the blood tissue. According to reports, the long-term survival rate of patients with AML is less than 20% [1–3]. It has also been reported that approximately18,000 AML cases are diagnosed each year in Europe [4]. The roles of multiple genes are different between pediatric AML and adult AML. AML is complex, and exploring its pathogenic mechanisms will help improve the current state of AML treatment [5–8].

A series of hub genes have been identified in AML. RUNX family transcription factor 1 (RUNX1) dysfunction is reported to be one of the major pathogenic mechanisms of AML [9]. RUNX1 point mutations have been identified in myelodysplastic syndrome-related AML. It has been reported that somatic RUNX1 mutations have been found in approximately 10% of patients with de novo AML [10]. Myeloperoxidase (MPO) has been widely accepted as a marker for AML diagnosis, and it is also associated with AML prognosis [11]. Cyclin-dependent kinase 6 (CDK6) is another key molecule in the development of AML. It functions as a driver of mixed-lineage leukemia rearrangements [12].

Pediatric AML is different from adult AML as their biological process and clinical prognoses are distinct [13, 14]. Childhood AML is reported to have fewer somatic mutations and more cytogenetic abnormalities than adult AML. The epigenetic landscapes of pediatric and adult AML are also different. Furthermore, differences in prognosis between childhood AML and adult AML have also been reported.

Super-enhancers (SEs) represent a special group of enhancers that have been reported in multiple cell types [15]. Super-enhancers recruit a particularly large number of transcription factors/cofactors and induce the transcription of many target genes, compared with typical enhancers (TEs). H3k27ac is one of the frequently-used indicators for super-enhancer identification [15]. Aberrant expression of genes triggered by super-enhancers participates in many biological processes, therefore the screening and identification of hub genes driven by super-enhancers attracted the attention of many researchers.

Super-enhancers have been reported to be implicated in multiple types of cancers. Super-enhancer promotes the growth and survival of t(4;14)-positive multiple myeloma [16]. HJURP was reported to be an SE-associated gene in t(4;14)-positive multiple myeloma. Super-enhancer activates the histone chaperone HJURP, which leads to abnormal overexpression of HJURP in t(4;14)-positive multiple myeloma. Overexpression of HJURP further promotes tumor cell proliferation and is associated with poor outcome in t(4;14)-positive multiple myeloma. Super-enhancer was found to activate the Wnt/beta-catenin pathway and promotes the proliferation of liver cancer cells [17]. In hepatocellular carcinoma specimens, a live-specific super-enhancer drives lncRNA-DAW, leading to activation of the Wnt/beta-catenin pathway. Oncogenic super-enhancers were also identified in colorectal cancer through genome-wide profiling [18]. Via a genome-wide investigation of the enhancer distribution in colorectal cancer tissues, super-enhancer loci were identified. Super-enhancers were found to govern PHF19 and TBC1D16 and participate in colorectal cancer tumorigenesis. In addition, super-enhancer was reported to play a role in glioma progression [19]. In glioma cells, TMEM44-AS1 activates Myc signaling, and Myc binds to the super-enhancer of TMEM44-AS1, forming a positive feedback loop. Myc was reported to interact with mediator complex subunit 1 and regulate the super-enhancer of TMEM44-AS1 in glioma cells. The small molecule Myc inhibitor, Myci975, can alleviate glioma cell growth promoted by TMEM44-AS1. Super-enhancer was also found to be involved in squamous cell carcinoma [20]. Super-enhancers were reported to form at cancer stemness genes and disruption of super-enhancers using BET inhibitors was reported to inhibit the self-renewal of cancer stem cells in head and neck squamous cell carcinoma. Super-enhancer was reported to control the expression of TP63, which is involved in cancer stem cell self-renewal in head and neck squamous cell carcinoma. BRD4 was reported to recruit MED1 and p65 to form super-enhancers, and a BRD4 inhibitor was reported to disrupt super-enhancers and decrease the tumorigenic potential of cancer stem cells in head and neck squamous cell carcinoma. Furthermore, super-enhancer is known to play a role in triple-negative breast cancer [21]. The super-enhancer heterogeneity in breast cancer subtypes was uncovered through multiomic profiling. Certain genes (including FOXC1, MET, and ANLN) were identified to be regulated specifically by triple-negative breast cancer-specific super-enhancers. A super-enhancer-driven master regulator of invasion and metastasis was identified in triple-negative breast cancer. In addition, super-enhancer is reported to be abnormally activated and result in CHPT1 overexpression, which leads to enzalutamide resistance in castration-resistant prostate cancer [22].

In this study, we performed super-enhancer profiling through ChIP-Seq analysis of AML cell lines and AML samples, followed by functional analysis. We identified 200 common super-enhancer-associated genes in AML samples, and a series of those genes are cancer genes. We also found that GNE-987 treatment downregulates the expression of super-enhancer-associated genes in AML cells, including the expression of *LYL1*. Further functional analysis indicated that *LYL1* is required for AML cell growth and survival. These findings provide novel insights into the pathophysiology of AML and elucidate a crucial role of *LYL1* in promoting AML progression.

## Materials and methods

### Samples

This study was performed according to The Code of Ethics of the World Medical Association (Declaration of Helsinki). The ethics committee of Children’s Hospital of Soochow University approved this study (No.SUEC2000–021 & No.SUEC2011–037). Written informed consent was obtained from each participating individual’s guardian. A total of 11 pediatric AML bone marrow samples, 7 T-ALL bone marrow samples, and 8 B-ALL bone marrow samples were collected, and H3K27ac signals were detected by ChIP-Seq. The clinical characteristics of the patients are shown in Table 1 and Supplementary Table 1.

**Table 1:** Clinical characteristics of pediatric patients included in ChIP-seq analysis

	Pediatric patients
*AML patients*	
Age (year)	8.92 ± 3.12
Sex(Male/Female)	4/7
WBC (10^9/L)	23.00(6.35–59.60)
*T-ALL patients*	
Age (year)	7.7 ± 3.83
Sex(Male/Female)	6/1
WBC (10^9/L)	227.77 (30.30–616.63)
*B-ALL patients*	
Age (year)	5.47 ± 3.40
Sex(Male/Female)	5/3
WBC (10^9/L)	45.85 (10.10–137.00)

### Cell lines and culture

Human AML cell lines, including NB4, Kasumi-1, MV4–11, and HL-60 were acquired from the cell bank of Chinese Academy of Sciences. Cells were cultured at 37 °C in RPMI medium (Thermo Fisher Scientific) supplemented with 1% penicillin–streptomycin (Beyotime Biotechnology, Shanghai, China) and 10% fetal bovine serum (Biological Industries, CT, USA), in a humidified incubator with 5% CO_2_.

### Cell viability assay

Leukemia cells were seeded in the 96-well plate and GNE-987 was added at different concentrations. Control group cells were treated with 0.05% dimethyl sulfoxide (DMSO) without GNE-987 in complete medium. Cell viability was determined by a Cell Counting kit-8 (CCK8) assay (Dojindo Molecular Technologies, Tokyo, Japan) according to the manufacturer’s instructions after 24 h of drug treatment. Each concentration was tested in three independent experiments. Cell proliferation was quantified using Graph Prism 7.0 (GraphPad Software Inc., San Diego, CA, USA).

### Lentivirus preparation and infection

We constructed short hairpin RNA (shRNA) targeting *LYL1* (shown in Supplementary Table 2) using the pLKO.1-puro lentiviral vector (IGE Biotechnology Ltd., Guangzhou, China). We also constructed PLVX-LYL1 (shown in Supplementary Table 2) in this study. To prepare lentivirus, we purchased the envelope plasmid and packaging plasmid from Addgene (pMD2.G: #12,259; psPAX2:#12,260; Cambridge, MA, USA). Next we cotransfected pMD2.G, psPAX2 and the transfer plasmid into 293FT cells by polyethylenimine (linear MW 25,000 Da, 5 mg/mL, pH 7.0) (cat. No. 23966–1; Polysciences, Warrington, PA, USA). Then we replaced the entire volume of culture medium with fresh medium after 6 h. Next we harvested the viral supernatant at 48 h post-transfection and filtered it through a 0.22 μm filter. Then we infected the leukemia cells with lentivirus in the presence of 10 μg/mL Polybrene (Sigma-Aldrich) for 24 h. Next, we selected stable cells using puromycin (Sigma-Aldrich).

### RNA preparation and real-time PCR

We extracted total RNA with TRIzol® reagent (Invitrogen, CA, USA). Next we reverse transcribed total RNA to cDNA with a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, CA, USA). Quantitative real-time PCR was performed with LightCycler® 480 SYBR Green I Master mix (cat. No. 04707516001; Roche, Penzberg, Germany) in a LightCycler 480 Real Time System (Roche). Then, we calculated mRNA expression levels according to the Ct method, using glyceraldehyde 3-phosphate dehydrogenase (GAPDH) expression as the internal reference. The primer sequences used in this study are listed in Supplementary Table 3.

### Western blotting analysis

Western blotting analysis was performed with primary antibodies specific for: BRD2 (cat. No. 5848 s; 1:1000; Cell Signaling Technology, Boston, MA, USA), BRD3 (cat. No. 11859–1-AP; 1:1000; Proteintech, Chicago, IL, USA), BRD4 (cat. No. 13440 s; 1:1000; Cell Signaling Technology), LYL1((C-4):sc-374,164; Santa Cruz Biotechnology), and PARP (cat. No. 9542; 1:1000; Cell Signaling Technology), with an antibody specific for glyceraldehyde 3-phosphate dehydrogenase (GAPDH) (cat. No. MA3374; 1:1000; Millipore) as a reference protein. Peroxidase-conjugated Afniure goat anti-rabbit IgG (H + L) (cat.111–035-003; 1:5000) and goat anti-mouse IgG (H + L) (cat. No. 115–035-003; 1:5000) secondary antibodies were purchased from Jackson ImmunoResearch Laboratories, Inc. (West Grove, PA, USA).

### Apoptosis assay

We harvested leukemia cells and washed them with cold PBS. Then, the cells were suspended in 1 × binding buffer, and stained with fuorescein isothiocyanate (FITC)-Annexin V antibody and PI solution by the FITC-Annexin V apoptosis kit (cat. No.556420; BD Biosciences, Franklin Lakes, NJ, USA). Apoptosis was analyzed using flow cytometry (Beckman Gallios™ Flow Cytometer; Beckman).

### RNA-seq analysis and data processing

RNA-seq was performed using protocols from Novogene Bioinformatics Technology Co., Ltd. (Beijing, China). Library construction was the first step, with reverse transcription of total RNA to cDNA. Next, the cDNA library was sequenced. We then filtered the raw reads and mapped the clean reads using HISAT. Next we calculated gene expression level and identified differentially expressed genes with DESeq2 (*P* < 0.05 and fold-change> 2 or fold-change< 0.5). Differentially expressed genes were further analyzed with the R package clusterProfiler [23] and the DAVID Bioinformatics Resources v6.8 online server (https://david.ncifcrf.gov) for enrichment analysis.

### Chromatin immunoprecipitation (ChIP)

We crosslinked 3–5× 10^7^ cells with 1% formaldehyde for 10 minutes, and then quenched the crosslinking reaction with 1.25 M glycine at room temperature for 5 minutes. Fixed cells were then harvested, lysed, and sonicated with the Bioruptor (Diagenode, Liège, Belgium). Sonicated chromatin was next incubated with an anti-histone H3 (acetyl K27) antibody (cat. No. ab4729; Abcam, Cambridge, UK) overnight at 4 °C. DNA was eluted and purified with a QIAquick PCR purification kit (cat. No. 208106; Qiagen, Hilden, Germany). Samples were sequenced using the BGISEQ 2000 platform (Beijing Genomics Institute (Shenzhen, China)) and the NovaSeq 6000 platform (Novogene Bioinformatics Technology Co., Ltd. Beijing, China). We aligned the raw ChIP-Seq H3K27ac data to UCSC hg38 (the reference genome) with Bowtie2 (v 2.3.5) [24], according to the alignment parameters -p 4 -q -x. Peaks were then identified with MACS2 (v2.0.9) [25], according to the parameters -g hs -n test -B -q 0.01. Next we converted the bedgraph files generated by MACS2 to bigwig files with the UCSC bedGraphToBigWig tool, and then visualized the bigwig files using Integrative Genomics Viewer (IGV) [26]. Then we identified super-enhancers by the ROSE (Rank Order of Super Enhancers) method [27, 28], according to the parameters -s 12500 -t 2000 (−s, stitching distance; −t, TSS exclusion zone size).

### Public ChIP-Seq data collection and analysis

In the present study, the Cistrome database (http://www.cistrome.org/) was used to search public ChIP-Seq H3K27ac datasets for AML cell lines. The Cistrome database was also used to search LYL1 ChIP-Seq datasets in AML cell lines. Raw data from these public ChIP-Seq datasets were downloaded and aligned to UCSC hg38 (the reference genome) with Bowtie2 (v 2.3.5) [24], according to the parameters -p 4 -q -x. Peaks were obtained with MACS2 (v2.0.9) [25], according to the parameters -g hs -n test -B -q 0.01.The bigwig files of these datasets (GSE80779, GSE123872, GSE63484) [29–31] were next visualized using Integrative Genomics Viewer (IGV) [26].

### Public hi-C data collection and analysis

Hi-C data for THP-1 cell line (GSE126979) were downloaded from the Gene Expression Omnibus database. Read mapping and loop calling were performed with HiC-pro (v.3.1.0) [32]. For alignment, MboI restriction sites in the hg38 build were used. HiC-pro uses Bowtie2 for mapping and we specified –very-sensitive -L 30 --score-min L,-0.6,-0.2 --end-to-end –reorder for global options and --very-sensitive -L 20 --score-min L,-0.6,-0.2 --end-to-end –reorder for local options. We used ‘GATCGATC’ as the ligation site during the mapping process. The results of this analysis were visualized and graphed using WashU tool (http://epigenomegateway.wustl.edu/browser/).

### Statistical analysis

Student’s t-test or the Mann-Whitney u test was used for comparisons between two groups. Statistically significant *P* values are labeled as follows: * for *P* < 0.05, ** for *P* < 0.01, and *** for *P* < 0.001. Statistical analysis was performed using GraphPad Prism 7.0 (GraphPad Software, Inc., La Jolla, CA, USA).

## Results

### Super-enhancers are enriched at transcriptional regulatory genes in AML samples and AML cells

To identify genes correlated with super-enhancers in AML, we carried out H3K27ac ChIP-seq analysis in 11 AML samples (Table 1 and Supplementary Table 1). In this study NB4, MV4–11 and THP-1 cells were also used as representative AML cell lines. For these 3 AML cell lines, we carried out H3K27ac ChIP-seq analysis in NB4 cell line, and also analyzed public H3K27ac ChIP-seq datasets for MV4–11 and THP-1 cell lines (GSE80779 and GSE123872) [29, 30]. Additionally, we included 7 T-ALL samples and 8 B-ALL samples, to compare the H3K27ac signals with those in AML samples. Putative super-enhancers identified in each of the 11 AML samples are shown in Fig. 1A-K and Supplementary Table 4, with RNAseq results for 9 of the 11 AML samples shown in Fig. 1L. Putative super-enhancers identified in the 7 T-ALL samples and 8 B-ALL samples are shown in Supplementary Tables 5 and 6. The principal component analysis (PCA) result and clustering result based on the peak signals clearly distinguished AML samples from T-ALL or B-ALL samples (Fig. 2A and B). Next, a total of 200 genes were selected which were commonly correlated with super-enhancers in ≧10 AML samples (Supplementary Table 7). Gene ontology enrichment analysis suggested that these 200 genes were enriched in regulation of transcription and regulation of myeloid cell differentiation (Fig. 2C, Supplementary Table 8). RNAseq results of 9 AML samples suggested that the expression levels of the 200 super-enhancer-associated genes were significantly higher than those of the other genes (Fig. 1L, Supplementary Table 9). Our results indicate that the genes commonly correlated with super-enhancers in AML are generally involved in the regulation of transcription.

**Fig. 1:**
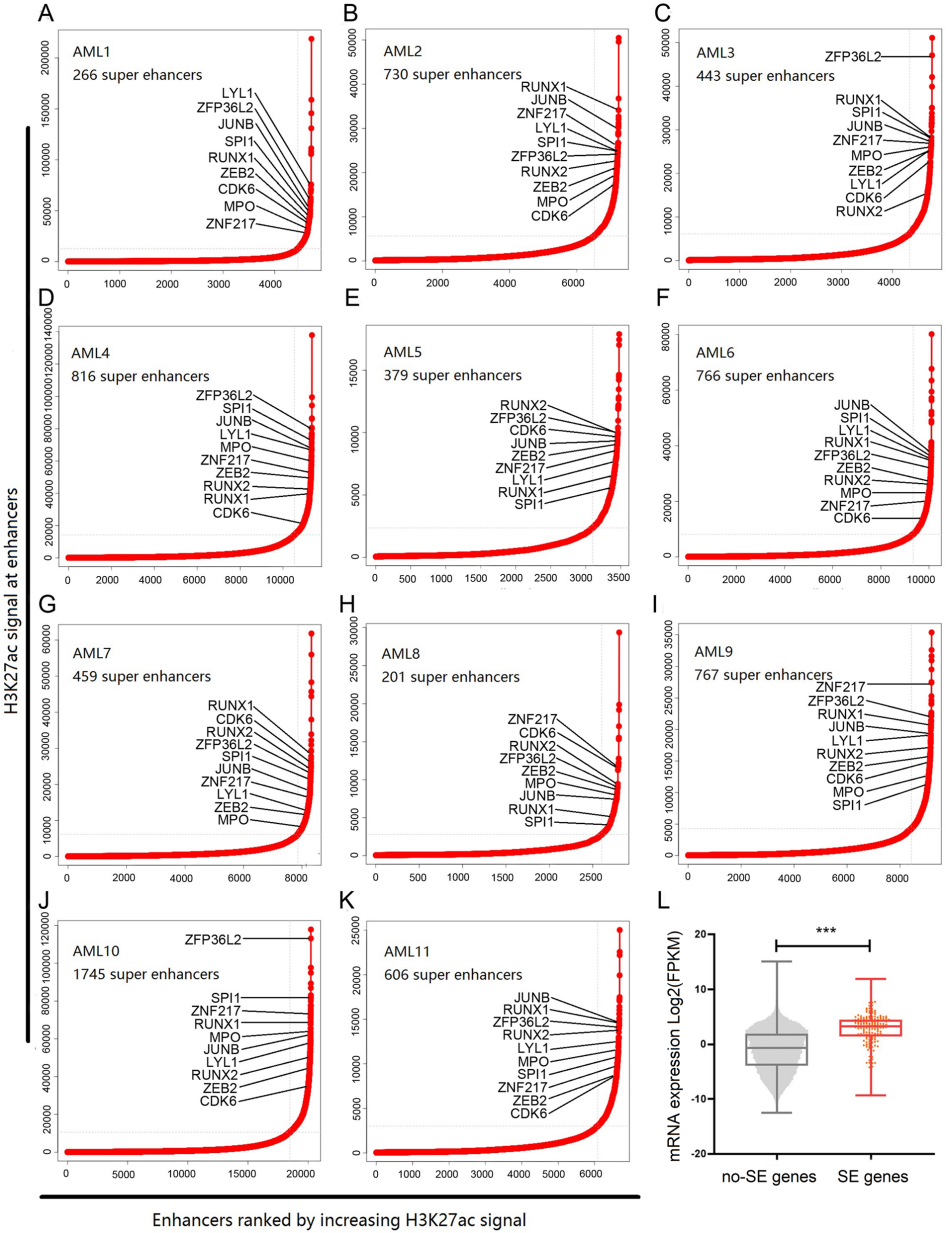
**A-K** Super-enhancer profiling in AML samples. Enhancers were ranked by increasing H3K27ac signal in 11 AML samples. Number of super-enhancers identified in each AML sample is shown. Examples of genes commonly associated with super-enhancers in ≧10 AML samples are shown. **L** RNAseq results of 9 AML samples suggested that the expression levels of the 200 super-enhancer-associated genes were significantly higher than other genes

**Fig. 2:**
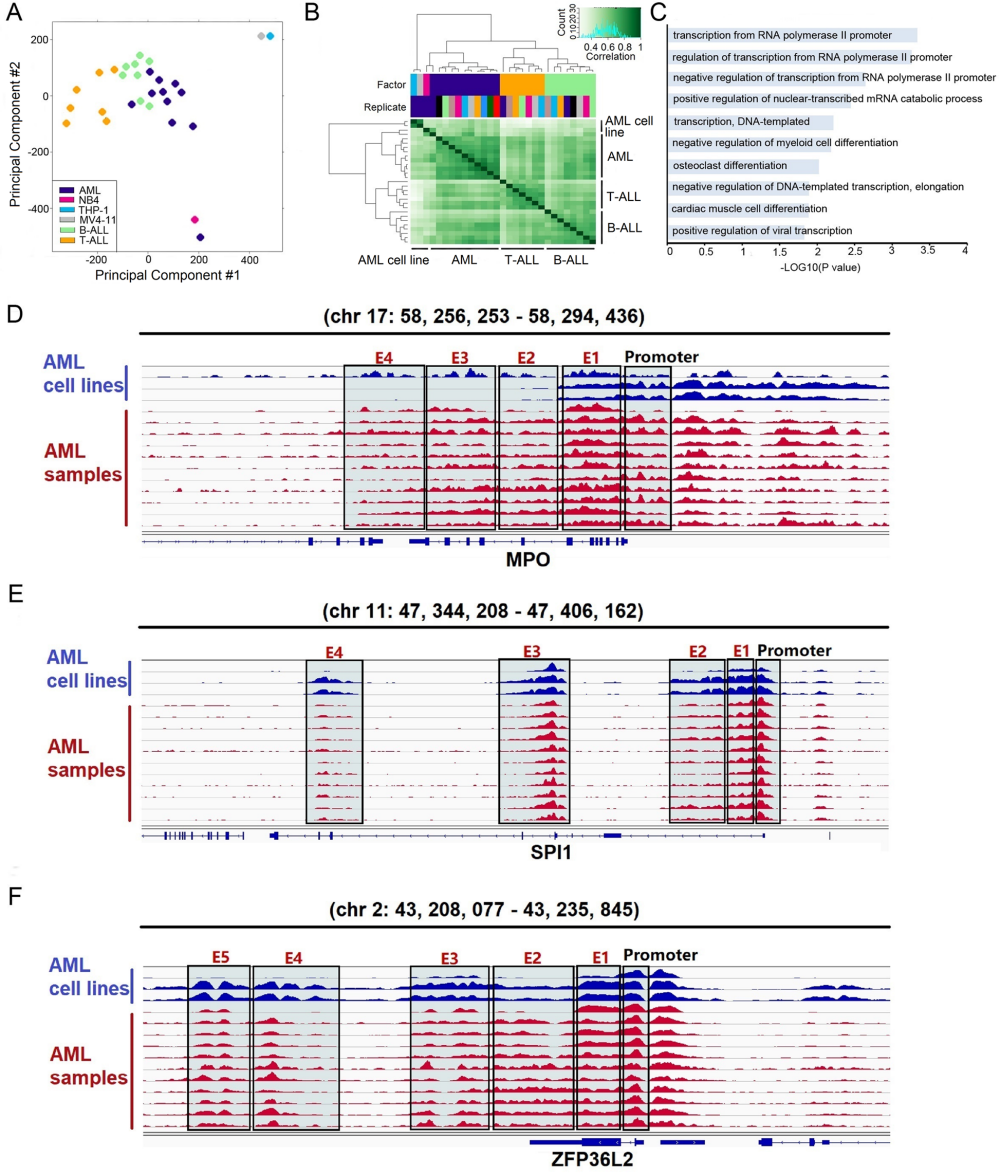
**A** PCA was performed for 11 AML samples, 7 T-ALL samples, 8 B-ALL samples, and 3 AML cell lines based on the H3K27ac signals identified in each sample. Each circle represents a sample, and each color represents the type of sample. **B** Cluster analysis results of 11 AML samples, 7 T-ALL samples, 8 B-ALL samples, and 3 AML cell lines based on the H3K27ac signals identified in each sample. **C** genes commonly associated with super-enhancers in AML samples were subjected to gene ontology analysis. The significant categories are shown. **D** the ChIP-Seq gene tracks represent the H3K27ac signal in AML cell lines (NB4, MV4–11, and THP1) and 11 AML samples at the *MPO* gene loci. The super-enhancers are shown as green boxes. **E** the ChIP-Seq gene tracks represent the H3K27ac signal in AML cell lines (NB4, MV4–11, and THP1) and 11 AML samples at the *SPI1* gene loci. The super-enhancers are shown as green boxes. **F** the ChIP-Seq gene tracks represent the H3K27ac signal in AML cell lines (NB4, MV4–11, and THP1) and 11 AML samples at the *ZFP36l2* gene loci. The super-enhancers are shown as green boxes

### Super-enhancers in AML are associated with the known cancer genes

Among the 200 above-mentioned genes, a series of genes have been determined to be involved in cancers. For instance, super-enhancers were present at the *MPO* gene locus in 10 AML samples and 3 AML cell lines (NB4, MV4–11, and THP-1) (Fig. 2D). Similarly, we found super-enhancers at the *SPI1* locus in 11 AML samples and 3 AML cell lines (NB4, MV4–11, and THP-1) (Fig. 2E). Additionally, super-enhancers were observed at the *ZFP36L2* gene locus in all AML samples (Fig. 2F). Compared to T-ALL or B-ALL, super-enhancers associated with *MPO* were observed to be AML specific, while super-enhancers associated with *ZFP36L2* were common to all three hematological diseases (AML, T-ALL, and B-ALL) (Supplementary Figs. 1 and 2). In addition, compared to T-ALL, super-enhancers associated with *SPI1* were found to be AML and B-ALL specific (Supplementary Fig. 3). According to these findings, these gene loci are particularly activated in AML. Although the sample size of this cohort was small, our results indicate that super-enhancers are correlated with cancer genes and lead to abnormal activation of those genes during AML progression.

### The BRD4 inhibitor GNE-987 inhibits AML cell growth

To evaluate the dependence of AML cell growth on transcriptional activation, we next examined the effect of the BRD4 inhibitor GNE-987 on AML cells. We chose four AML cell lines, NB4, Kasuma-1, HL-60, and MV4–11. In this analysis, all the four AML cell lines showed high sensitivity to GNE-987, with 50% inhibitory concentrations of less than 50 nM (Fig. 3A). Cell cycle analysis indicated that GNE-987 treatment led to cell-cycle arrest in G1 phase (Fig. 3B). Of note, apoptosis rates of AML cells were significantly increased after GNE-987 treatment (Fig. 3C, D, E, F). Western blotting analysis also showed PARP cleavage after GNE-987 treatment in the four AML cell lines (Fig. 3G), indicating that GNE-987 induced apoptotic cell death. These results indicated that GNE-987 treatment predominantly inhibits the growth of AML cells.

**Fig. 3:**
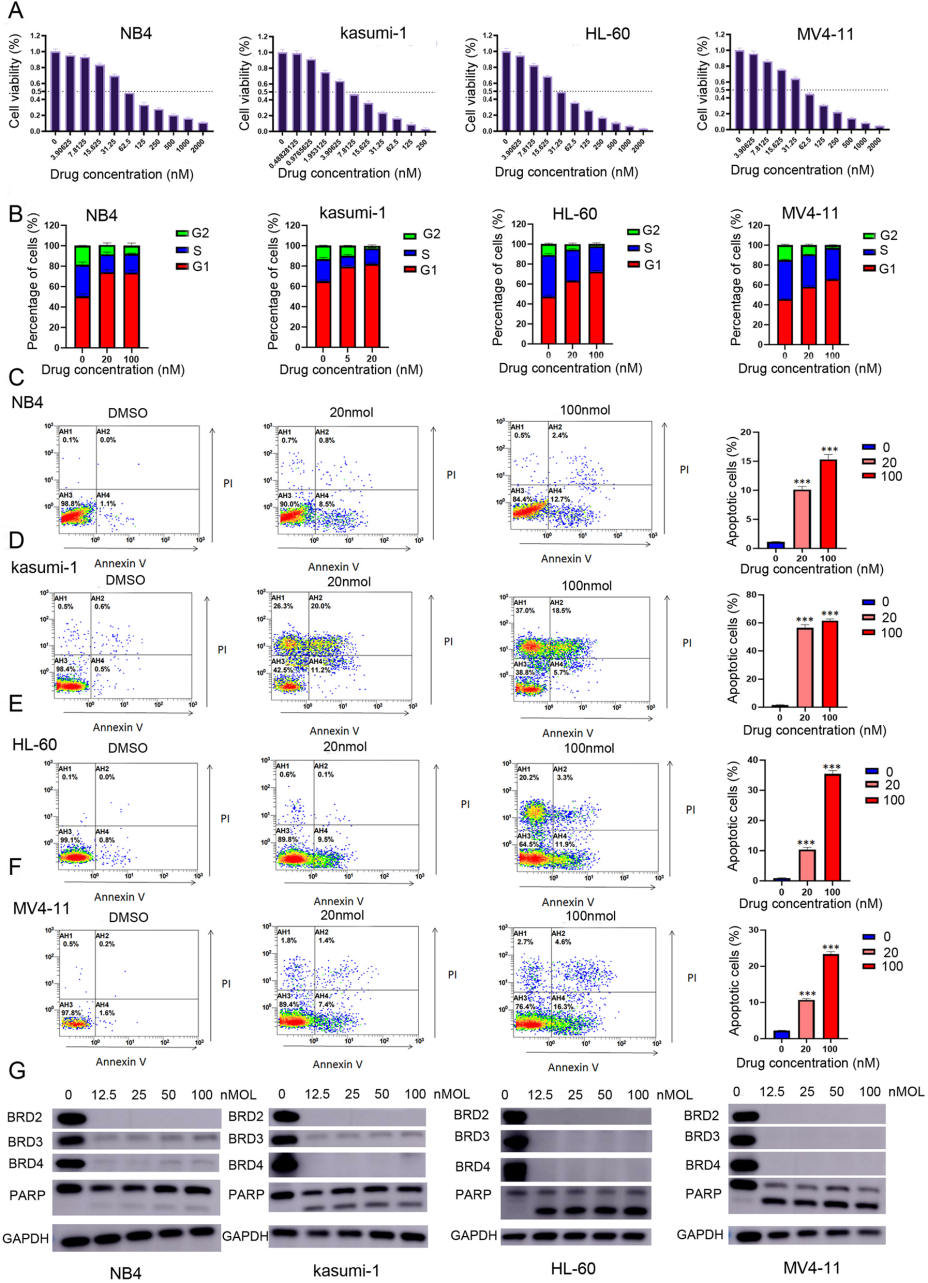
GNE-987 restained the proliferation of AML cell lines. **A** drug sensitivity assay of NB4, Kasumi-1, HL-60, and MV4–11 cell lines after treatment with gradient concentrations of GEN987 for 24 h. **B** GNE-987 blocked cell cycle of AML cells. Cell cycle of NB4, Kasumi-1, HL-60, and MV4–11 cell lines were analyzed after treatment with DMSO or GNE-987 for 24 h. AML cells were distributed in G1/S phase and the cell population in G1 phase increased dramatically after treatment with GNE-987. **C** Annexin V and PI-labeled cell apoptosis of NB4 cell line analyzed by flow cytometry after DMSO or GNE-987 treatment for 24 h. The apoptotic rates of NB4 cell line were significantly increased after GNE-987 treatment. **D** Annexin V and PI-labeled cell apoptosis of Kasumi-1 cell line analyzed by flow cytometry after DMSO or GNE-987 treatment for 24 h. The apoptotic rates of Kasumi-1 cell line were significantly increased after GNE-987 treatment. **E** Annexin V and PI-labeled cell apoptosis of HL-60 cell line analyzed by flow cytometry after DMSO or GNE-987 treatment for 24 h. The apoptotic rates of HL-60 cell line were significantly increased after GNE-987 treatment. **F** Annexin V and PI-labeled cell apoptosis of MV4–11 cell line analyzed by flow cytometry after DMSO or GNE-987 treatment for 24 h. The apoptotic rates of MV4–11 cell line were significantly increased after GNE-987 treatment. **G** GNE-987 evicts BET protein expression in AML cells. Western blotting analysis showed that GNE-987 induced BET proteins degradation in NB4, Kasumi-1, HL-60, and MV4–11 cell lines. PARP was increased in NB4, Kasumi-1, HL-60, and MV4–11 cell lines with GNE-987 concentration-dependent manner

### GNE-987 treatment inhibits the expression of super-enhancer-associated genes in AML cells

We next carried out RNAseq to obtain gene expression profiles after GNE-987 treatment in NB4 cells. 

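RNA was sequenced from cells labelled NB4, the name of a human cell line established from acute promyelocytic leukemia, with or without 25 nM GNE-987 for 24 h. GNE-987 is a bifunctional molecule that brings its target proteins to a ubiquitin ligase, which leads to their degradation. There were 4 libraries, 2 from control cells and 2 from GNE-987-treated cells. The treatment of each library comes from its label, and the dose and the time come from the legend of Fig. 4A. In the control libraries the granule gene MPO was at 0.0246 and 0 FPKM and the erythroid gene GATA1 at 124 and 122 FPKM.
The authors filtered the reads, mapped them with HISAT and deposited an FPKM value, which is fragments scaled by gene length and by library, for each of 58735 genes in each library. Genes are listed by Ensembl identifier, and 58207 of the identifiers (99.1%) are in GENCODE release 44 on GRCh38, from which gene names and positions were taken here. The paper's text does not name the genome build or the annotation used for RNA-seq.
A gene's FPKM values are whole multiples of what 1 read is worth in each library, so the relative depth could be read from low genes. Relative to control replicate 1, 1 read was worth 1.04 times as much in control replicate 2, 2.75 times in GNE-987 replicate 1 and 2.61 times in GNE-987 replicate 2. With the exon lengths of GENCODE release 44, 17432 of the 32895 genes above 0 in any library (53.0%) came out as whole reads in all 4 libraries, and for the others a whole exon length that gave whole reads was searched for, which is a weak test of the reads of those genes. This gave 19334710 and 19140364 reads on genes in the control libraries and 12365661 and 12869472 in the GNE-987 libraries. The GNE-987 libraries are thus the shallower pair, and their low values are the less precise.
The number of reads to which the deposited values were scaled was 23024012 and 22120718 for the control libraries and 8360488 and 8826052 for the GNE-987 libraries, which is 1.19 and 1.16 times the reads on genes for control and 0.676 and 0.686 times for GNE-987. Scaling to the total of reads in place of the deposited scaling would move each log2 fold change of GNE-987 against control down by 0.785 before the pseudocount is added.
Differential expression was tested here with limma on log2(FPKM + 0.1) over the 16668 genes with a mean of at least 0.5 FPKM over the 4 libraries. The thresholds were those of the paper's methods, an unadjusted P value under 0.05 and a fold change over 2 or under 0.5. Fold changes on the log2(FPKM + 0.1) scale understate the change of low genes. The median absolute difference between replicates on this scale was 0.117 for control and 0.176 for GNE-987.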

A total of 11,834 genes were identified to be differentially expressed between the control group and the GNE-987-treated group (Fig. 4A, Supplementary Table 10). 

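Of 16668 genes tested in the deposited values, 9750 passed both thresholds, 5602 with higher and 4148 with lower expression in the GNE-987-treated group (n = 2 libraries per group). A Benjamini-Hochberg adjusted P value under 0.05 in place of the unadjusted one left 9635 genes. With the replicate number as a block in the fit, 9853 genes passed, 5667 higher and 4186 lower. Libraries with the same replicate number did not deviate together from their group means, with a correlation of 0.00537 between their deviations across genes. The scaling to GAPDH, the reference gene of the paper's qRT-PCR, moved the split most, to 3031 genes higher and 9738 lower.
The direction differed between kinds of genes as annotated in GENCODE release 44. Among 10996 protein-coding genes tested, 2638 were higher and 3486 lower. Among 2437 long noncoding RNA genes, 1250 were higher and 336 lower, and among 1214 processed pseudogenes, whose reads the counting could share with their parent genes, 783 were higher and 86 lower.
Among genes with a mean of at least 10 FPKM, 5 had the largest increases. IQCN (chromosome 19 of GRCh38, 18257098 to 18274500, minus strand) was at 0.00474 and 0.00988 FPKM in the control libraries, which is 1 and 2 reads, and at 354.5 and 362.6 FPKM with GNE-987. It begins 5.19 kb past the 3′ end of JUND, which is on the same strand and was itself higher with GNE-987. MIR3648-2, in the 45S ribosomal RNA region of chromosome 21, was listed at 0 in both control libraries and at 340.2 and 398 FPKM with GNE-987. The small nuclear RNA genes RNU5A-1 and RNVU1-6 and the gene ENSG00000285938, which overlaps BCL6 on the opposite strand, completed the list, and reads of the small nuclear RNA genes can be shared with near-identical copies. The largest decreases were those of MIR223HG, at 22.8 and 21.8 FPKM in the control libraries and listed at 0 in both GNE-987 libraries, of ENSG00000261866, with a log2 fold change of -5.57, of HEMGN, and of MYEOV and MYB, with log2 fold changes of -4.27 and -4.26. All 10 genes had adjusted P values of 0.00287 or less from limma with Benjamini-Hochberg adjustment.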

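Ribosome genes were examined as 2 lists written before the values were read, the 79 cytosolic ribosomal protein genes and 87 genes of ribosome assembly, 86 of which were tested. The lists moved in opposite directions. The median log2 fold change was 2.01 for the ribosomal protein genes, against 0.16 for the other tested genes, and 77 of the 79 passed the thresholds as higher with GNE-987 and 0 as lower. The median was -1.25 for the ribosome biogenesis genes, against 0.18 for the other genes, with 46 of 86 lower and 4 higher at the thresholds.
With limma's competitive gene set test, at a preset correlation of 0.01 between genes, the adjusted P value over 4 gene sets was 4.5e-18 for the ribosomal protein genes and 1.67e-09 for the ribosome biogenesis genes, and 1.28e-18 and 1.37e-09 with the replicate number as a block. With the correlation between genes estimated from the 4 libraries, which was 0.111 and 0.0415 for the lists, the adjusted P value was 0.126 for each, so that setting did not pass the threshold. Among 10000 random lists of the same size matched on mean expression, none had a median as high as that of the ribosomal protein genes or as low as that of the ribosome biogenesis genes. Ribosomal protein genes have many processed pseudogenes, and their reads can be shared with those. With scaling to GAPDH, which moves each gene down, the medians were 0.15 and -3.09, and with quantile normalization they were 0.32 and -1.48. Relative to the median of all tested genes, the median of the ribosomal protein genes was at 1.83 with the deposited scaling, 1.75 with scaling to GAPDH and 0.56 with quantile normalization, which moved it most.

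**Figure D1:**
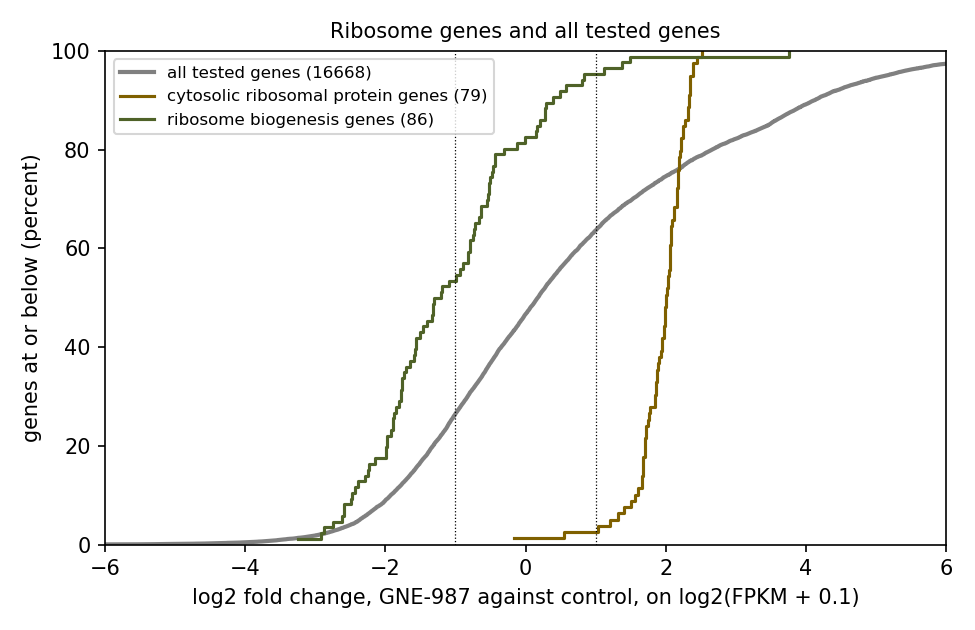
Cumulative percent of genes (y axis) at or below each log2 fold change of GNE-987 against control (x axis, on log2(FPKM + 0.1), with the tails beyond the axis not drawn) for 79 cytosolic ribosomal protein genes, 86 ribosome biogenesis genes and all 16668 tested genes. Dotted lines mark -1 and 1. The ribosomal protein genes lie to the right of all tested genes around their median of 2.01, and the ribosome biogenesis genes to the left around their median of -1.25.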

Through gene ontology enrichment analysis, these 11,834 genes were found to be enriched in ribonucleoprotein complex biogenesis (Fig. 4B). Notably, the expression levels of the super-enhancer-associated genes *HEMGN*, *LYL1*, *ANKRD13D*, *RREB1*, *NACC1*, *ZEB2*, *SCYL1*, *ASNA1*, *TNRC18*, *GSE1*, *TRMT1*, *SLC39A13*, *ZFP36L2*, *FRMD8*, *PTMA*, *SPEN* and *PAF1* were significantly downregulated after GNE-987 treatment based on the RNAseq restuls (Fig. 4C,D). qRT-PCR validation further showed that these genes were downregulated in NB4 cells treated with GNE-987 (Fig. 4E). These findings suggest that GNE-987 efficiently downregulates the expression of super-enhancer-associated genes in AML cells.

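All 17 of these genes, and the 3 noncoding genes shown with them in Fig. 4D (DLGAP1-AS1, DLGAP1-AS2 and LINC01089), were lower in both GNE-987 libraries than in both control libraries and passed the thresholds in the deposited values. Their log2 fold changes ran from -4.81 for HEMGN to -1.01 for PAF1 and SPEN, with a median of -1.67, and their standard errors from 0.0477 to 0.793. All 20 had an adjusted P value under 0.05 from limma with Benjamini-Hochberg adjustment over all tested genes, the largest being 0.0309, and all 20 with adjustment over the list alone. The genes were chosen by the paper from these same libraries. With the replicate number as a block, 20 genes also passed.
HEMGN lies on chromosome 9 of GRCh38 from 97926791 to 97944856 and encodes hemogen. Its expression was 23.6 ± 0.0396 FPKM (SD, n = 2) in control cells and 0.785 ± 0.374 FPKM (SD, n = 2) in GNE-987-treated cells, the latter resting on 21 and 11 reads. NACC1 on chromosome 19 (13116862 to 13141147) fell from 44.0 ± 0.653 to 8.21 ± 0.149 FPKM, a log2 fold change of -2.41 with a standard error of 0.0477, more than the replicate spread. It overlaps TRMT1 on the opposite strand, so reads in the shared stretch could be given to either gene. ASNA1, listed in current annotation as GET3, fell from 32.7 ± 4.53 to 9.92 ± 0.816 FPKM. PTMA was the most highly expressed of the 20, at 223 ± 24.2 FPKM in control cells and 106 ± 3.36 FPKM with GNE-987.
DLGAP1-AS1 rests on the fewest reads of the 20 genes. DLGAP1-AS1 and DLGAP1-AS2, on chromosome 18, overlap DLGAP1 on the opposite strand, and DLGAP1-AS1 was listed at 0 FPKM in GNE-987 replicate 1 and at 0.323 FPKM in replicate 2, which is 6 reads. With a pseudocount of 0.01 it did not pass. Its log2 fold change of -2.93 had a standard error of 0.793.
Genes near a fold change of 2 depended on the threshold. In a test against a fold change of 2 with limma, 15 of the 20 genes passed, and SLC39A13, FRMD8, PTMA, SPEN and PAF1 did not. With a pseudocount of 1, 16 passed.

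**Figure D2:**
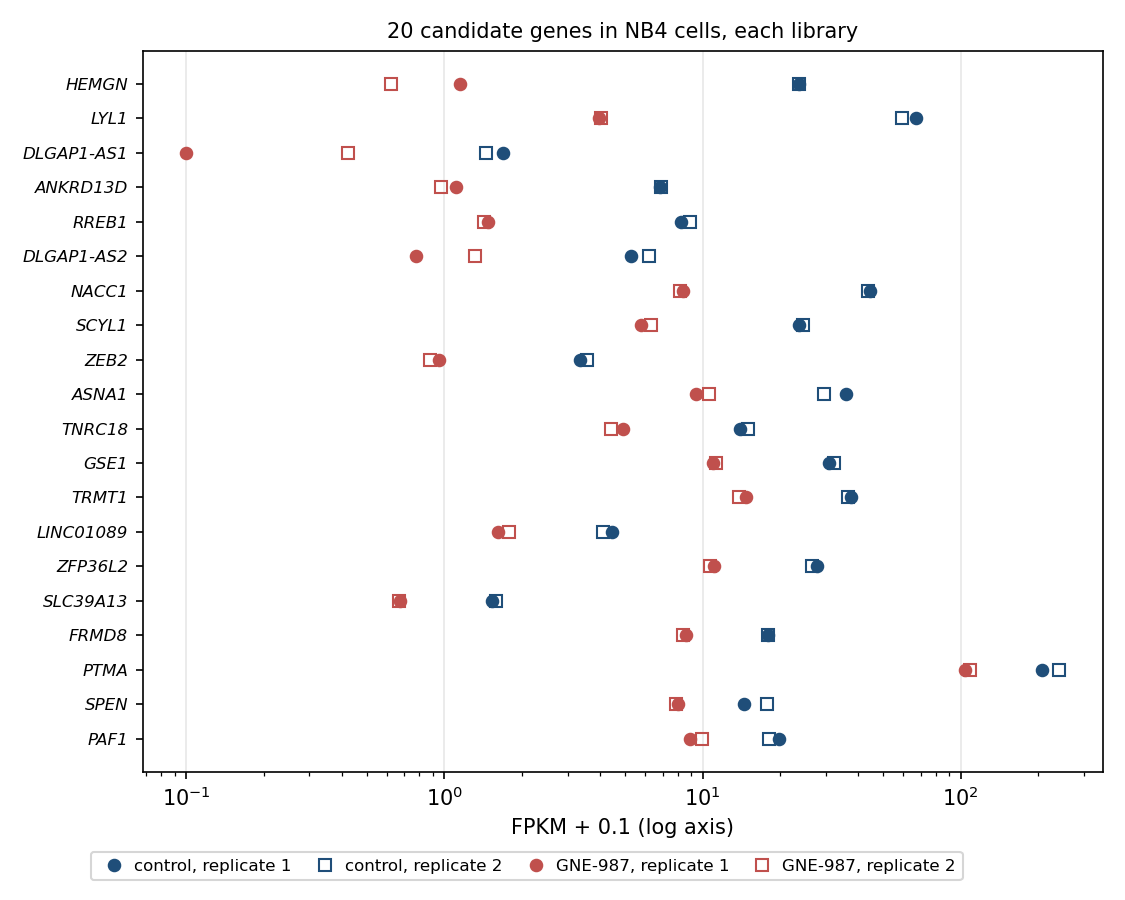
FPKM + 0.1 on a log axis (x axis) of the 20 candidate genes (y axis, in order of log2 fold change) in each of the 4 libraries. Blue symbols are control libraries and red symbols GNE-987 libraries, circles replicate 1 and open squares replicate 2. For each gene both red symbols lie to the left of both blue symbols.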

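As whole lists, super-enhancer-associated genes shifted little relative to the other genes in the deposited values. Of the 200 genes of Supplementary Table 7, 191 were matched to the deposited identifiers by symbol and 130 were tested. Their median log2 fold change was -0.019, against 0.18 for the other tested genes, with 66 genes below 0 and 64 above. Of the NB4 super-enhancer-associated genes of Supplementary Table 11, 1012 were matched and 787 tested. Their median was 0.023, with 393 below 0 and 394 above. The gene set test gave an adjusted P value of 0.56 for each list, and 0.559 for each with the replicate number as a block. The median of the 200-gene list stood at the 31.6th percentile of 10000 random lists matched on mean expression, and that of the NB4 list at the 34.2th percentile. Among random lists matched on exon length too, they stood at the 58.1th and 58.2th percentiles, and among protein-coding genes matched on mean expression at the 74.95th and 99.2th. Protein-coding members of the lists had medians of -0.097 and -0.0031, against -0.29 for all protein-coding genes tested. They thus lay above that background, although the whole lists lay below the median of the other tested genes. With scaling to GAPDH, which moved the median of all tested genes by -1.77, the medians of the lists were -1.79 and -1.79, and the NB4 list passed the threshold of the gene set test with an adjusted P value of 0.0092 from limma. Relative to all tested genes, its median was at -0.20 with that scaling and at -0.15 with the deposited one.
From the lower expression of the genes of Fig. 4C and D, with the qRT-PCR results of Fig. 4E, the paper proposes that GNE-987 lowers RNA of genes with super-enhancers in AML cells.

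**Figure D3:**
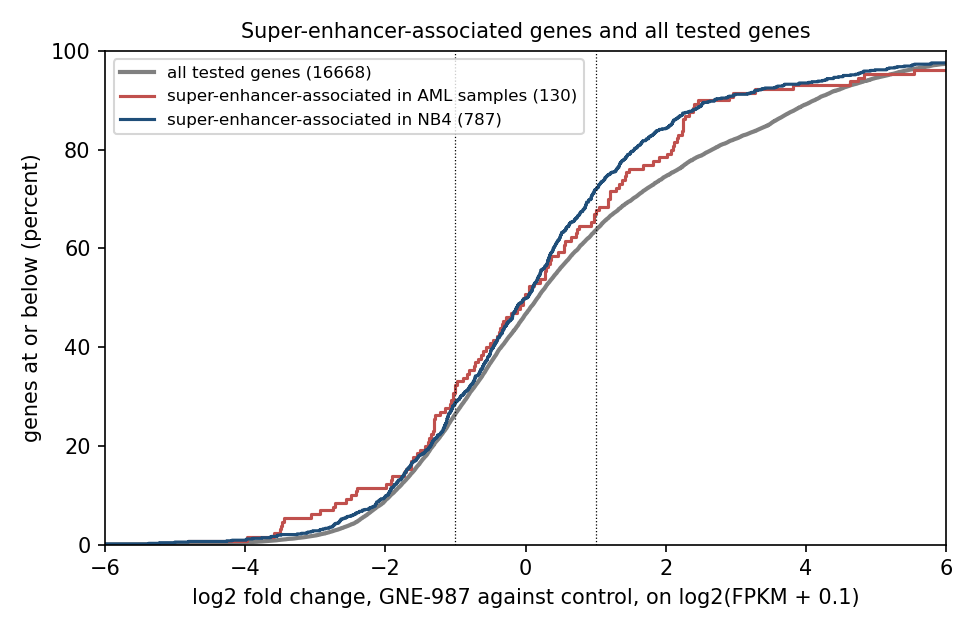
Cumulative percent of genes (y axis) at or below each log2 fold change of GNE-987 against control (x axis, on log2(FPKM + 0.1), with the tails beyond the axis not drawn) for 130 tested genes of the 200-gene list, 787 tested NB4 super-enhancer-associated genes and all 16668 tested genes. Dotted lines mark -1 and 1. At -1 and at 1 the curves of both lists lie above that of all tested genes.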

**Fig. 4:**
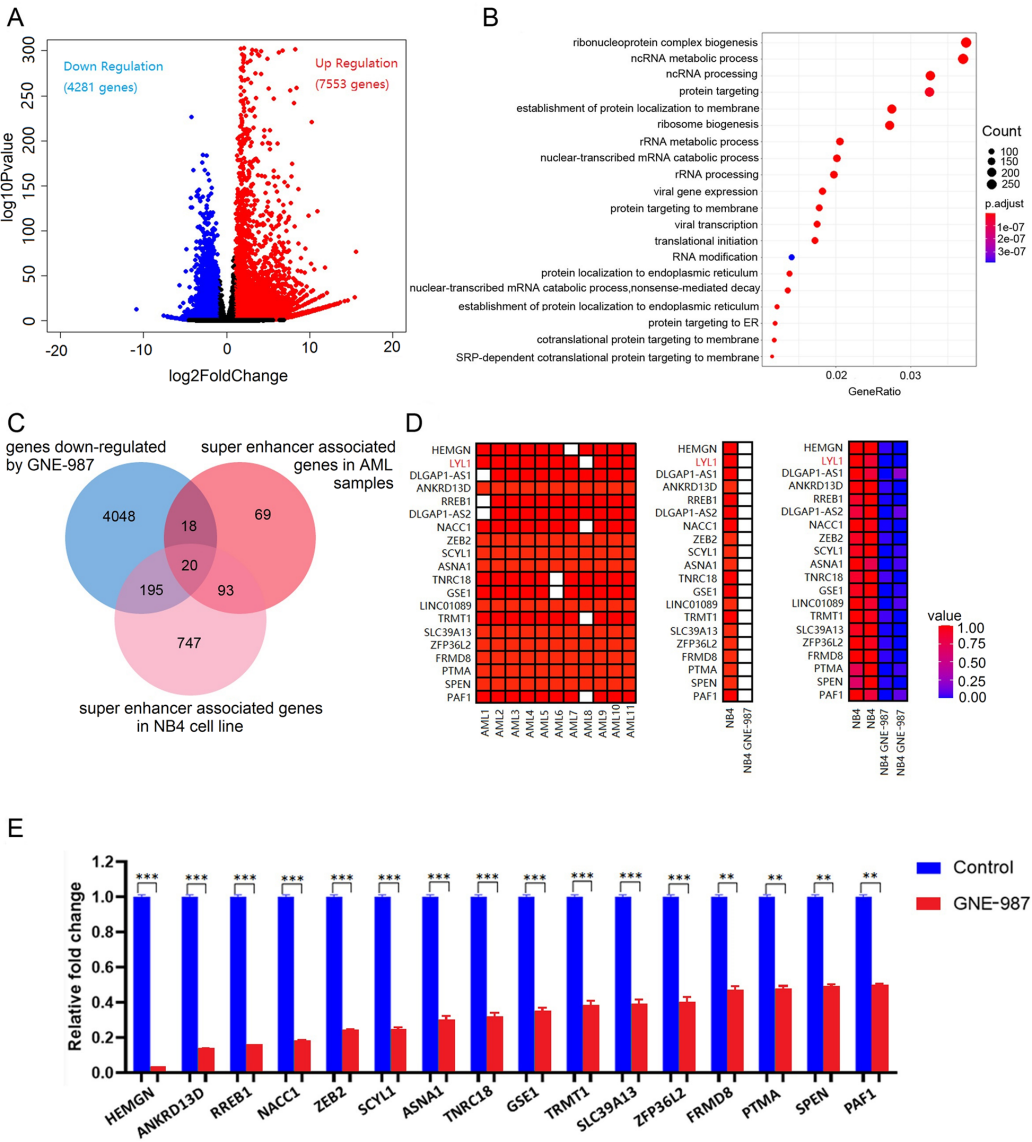
**A** Volcano Plot of RNA-seq results for NB4 cell line in either the absence or presence of GNE-987 (25 nM, 24 h). **B** Gene oncology enrichment analysis results of all DEGs. **C** Venn diagram of genes associated with super-enhancers and sensitive to GNE-987 in AML cells. **D** Super-enhancer status at 20 gene loci in 11 AML samples and NB4 cells (left and middle). Super-enhancers are shown in red. A heatmap represents the relative expression levels of the 20 genes after GNE-987 treatment in NB4 cells (right). **E** qRT-PCR results of 16 super-enhancer-associated genes in NB4 cell line treated with GNE-987

### Selection of candidate cancer genes in AML by super-enhancer and gene expression profile

Our ChIP-seq results suggested that many genes involved in AML pathogenesis are correlated with super-enhancers. The expression of these genes was significantly inhibited by GNE-987 treatment. Therefore, we next combined super-enhancer profiling with gene expression profiling to identify critical cancer genes implicated in AML pathogenesis. We focused on the 200 genes that were associated with super-enhancers in ≧ 10 AML samples (Fig. 4C; Supplemental Table 7). Additionally, we performed H3K27ac ChIP-Seq after GNE-987 treatment in NB4 cells, and performed filtering to identify genes that also harbor super-enhancers in NB4 cells (Fig. 4C, Supplementary Table 11). 

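In the deposited values, 42 of the 130 tested genes of the 200-gene list (32.3%) were lower with GNE-987 at an unadjusted P value under 0.05 and a log2 fold change under -1, and 39 were higher at the mirrored thresholds. Of the 787 tested NB4 super-enhancer-associated genes, 219 were lower (27.8%) and 211 higher. Among all tested genes the shares were 24.9% lower and 33.6% higher, but among protein-coding genes they were 31.7% lower and 24.0% higher. Of the protein-coding members of the lists, 35 of 104 (33.7%) were lower and 30 higher on the 200-gene list, and 190 of 685 (27.7%) were lower and 178 higher on the NB4 list. With the replicate number as a block, 42 and 220 genes of the lists were lower. The scaling to GAPDH raised these numbers to 84 and 525.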

We next performed filtering to identify genes that were also significantly downregulated after GNE-987 treatment (*P* value < 0.05, log2 fold change <− 1) in NB4 cells (Fig. 4C). 

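The 2 super-enhancer lists share 108 of the matched genes, of which 87 were tested. Of these, 23 were lower at the thresholds and 33 higher. With the replicate number as a block, 23 were lower. The 23 include all of the 20 genes of Fig. 4D and 3 others, which are ADRBK1 (current symbol GRK2), with a log2 fold change of -1.44, GLTSCR1L (current symbol BICRAL), with -1.54, and the microRNA gene MIR4312, with -3.49. ADRBK1 and GLTSCR1L stand on the lists under older symbols and were matched through a table of gene names.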

Filtering according to the above stringent criteria narrowed down the list of candidates to 20 genes (Fig. 4C, D).

### LYL1 is required for AML cell growth and survival

Among those 20 genes, *LYL1* was associated with super-enhancers in 10 AML samples (Figs. 4D and 5A). The results of Hi-C data also represent interaction between super-enhancer and *LYL1* in THP-1 cell line. Super-enhancers associated with *LYL1* were common to all three hematological diseases (AML, T-ALL, and B-ALL) (Supplementary Fig. 4). The public BRD4 ChIP-Seq data for the AML cell line MV4–11 (GSE101821) showed that the gene region of *LYL1* had strong signals (Fig. 5B, track 1), and BRD4 was found to function cooperatively with CEBPE and RUNX1 (Supplementary Fig. 5), suggesting a potential role for BRD4 in the transcriptional regulation of *LYL1* in AML. *LYL1* also harbored super-enhancer in NB4 cells, and the H3K27ac signal was significantly decreased in the *LYL1* gene region in NB4 cells treated with GNE-987 (Figs. 4D and 5B (tracks 2–3)). In fact, *LYL1* expression was significantly downregulated by GNE-987 treatment in both the NB4 and Kasumi-1 cell lines (Fig. 5B (tracks 4–7), 5C, 5D, 5E, 5F). 

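In the libraries labelled NB4, LYL1 fell from 66.9 and 59.3 FPKM in the control libraries to 3.87 and 3.92 FPKM in the GNE-987 libraries, which is 4803 and 4088 reads against 101 and 108. The means were 63.1 ± 5.40 FPKM (SD, n = 2) and 3.90 ± 0.0353 FPKM (SD, n = 2). The log2 fold change was -3.98 with a standard error of 0.0788 and an adjusted P value of 0.000114 from limma with Benjamini-Hochberg adjustment, and with the replicate number as a block the adjusted P value was 0.00058. The paper's reported value in Supplementary Table 10 is -4.02.
LYL1, listed as ENSG00000104903, lies on the minus strand of chromosome 19 of GRCh38 from 13099033 to 13103161. Its canonical transcript in GENCODE release 44 has 4 exons from 13102858 down to 13099033. Exon 1 (13102531 to 13102858) is 5′ untranslated, the coding sequence runs from exon 2 to exon 4, and the last 289 bases of exon 4 are 3′ untranslated. No annotated gene overlaps it. NFIX on the plus strand ends 237 bases from its 3′ end, and TRMT1, another of the 20 candidate genes, lies on the same strand with its 3′ end 1741 bases before LYL1. With each library left out in turn, the log2 fold change of LYL1 stayed between -4.07 and -3.89. It was -5.80 with scaling to GAPDH, the alternative that moved it most.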

We compared the expression pattern of *LYL1* between AML cases and healthy controls based on a public transcriptomic dataset (GSE114868) [33] and found that *LYL1* was significantly overexpressed in AML samples (Fig. 5G). Knockdown of *LYL1* demonstrated that loss of LYL1 significantly inhibited the growth of NB4 and Kasumi-1 cell lines (Fig. 6A, B, C). Consistently with this finding, the apoptosis rates of NB4 and Kasumi-1 cells were significantly increased after *LYL1* knockdown (Fig. 6D, E). Cell viability experiment further showed that cell growth was not significantly influenced by GNE-987 (treated for 24 h) in *LYL1* over-expressed AML cells, compared to *LYL1* non-overexpressed AML cells (Fig. 6F), suggesting that the effect of GNE-987 on AML cell growth depends in part on *LYL1*.

**Fig. 5:**
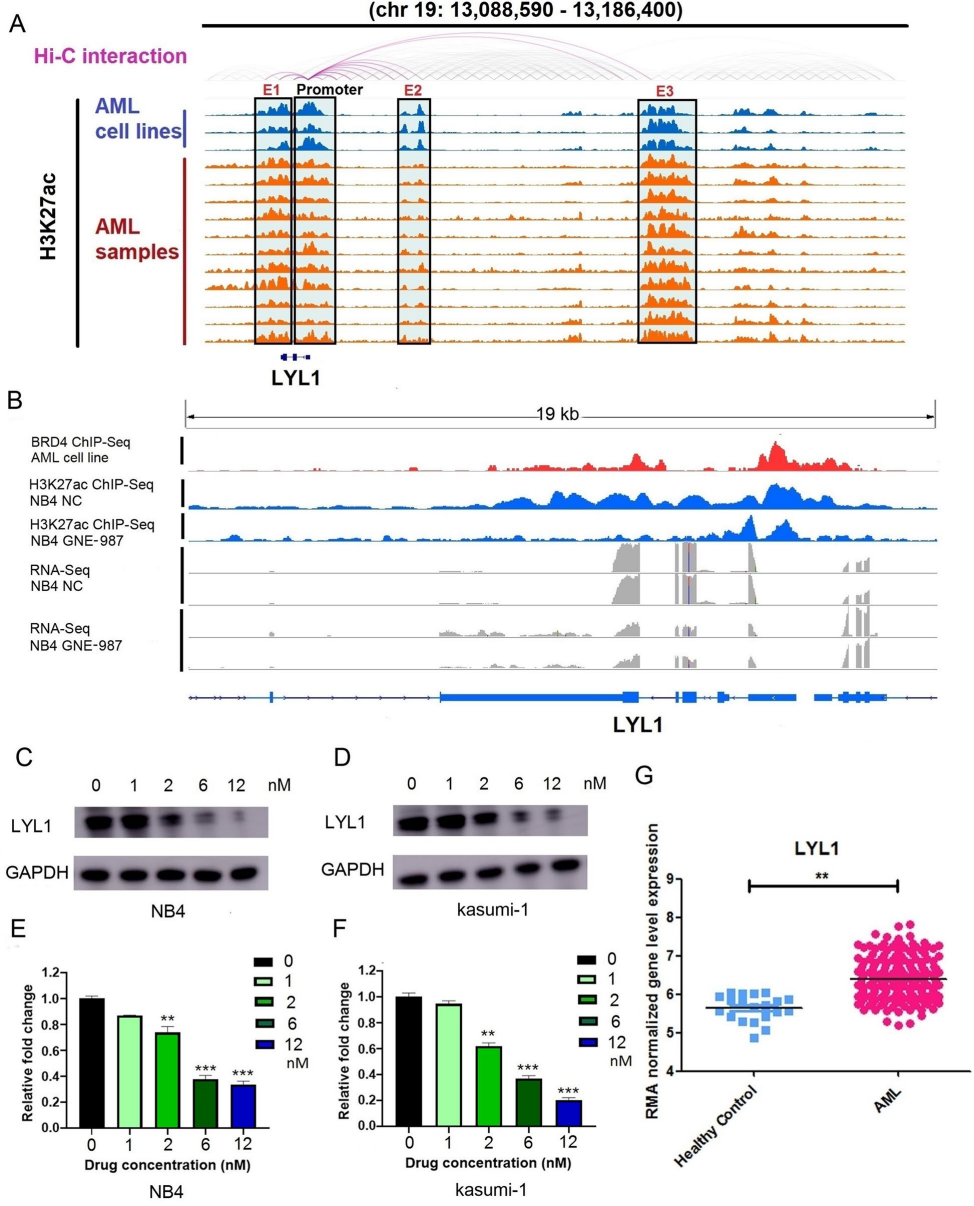
**A** The Hi-C data analysis of super-enhancer regions and promoter of *LYL1* in THP-1 cell line (track 1) represents interaction at the *LYL1* gene loci, and the ChIP-seq gene tracks (track 2–15) represent the H3K27ac signal in AML cell lines (NB4, MV4–11, and THP1) and 11 AML samples at the *LYL1* gene loci. The super-enhancers are shown as green boxes. **B** The public BRD4 ChIP-Seq data of AML cell line MV4–11 (GSE101821) showed that the gene region of *LYL1* had coincident signals (track 1). The ChIP-seq gene tracks represent the H3K27ac signal in NB4 cells (track 2) and NB4 cells treated with GNE-987 (25 nM, 24 h) (track 3) at the *LYL1* gene loci. The reads signal of RNA-Seq in NB4 cells (track 4–5) and NB4 cells treated with GNE-987 (25 nM, 24 h) (track 6–7) at the *LYL1* gene loci. **C** Western blotting showed that LYL1 level was significantly decreased in NB4 cells treated with GNE-987 (0, 1, 2, 6, 12 nM, 24 h). **D** Western blotting showed that LYL1 level was significantly decreased in Kasumi-1 cells treated with GNE-987 (0, 1, 2, 6, 12 nM, 24 h). **E** qPCR showed that *LYL1* was significantly downregulated in NB4 cells treated with GNE-987 (0, 1, 2, 6, 12 nM, 24 h). **F** qPCR showed that *LYL1* was significantly downregulated in Kasumi-1 cells treated with GNE-987 (0, 1, 2, 6, 12 nM, 24 h). **G** expression pattern of *LYL1* between AML patients and healthy controls in public transcriptomic dataset (GSE114868)

**Fig. 6:**
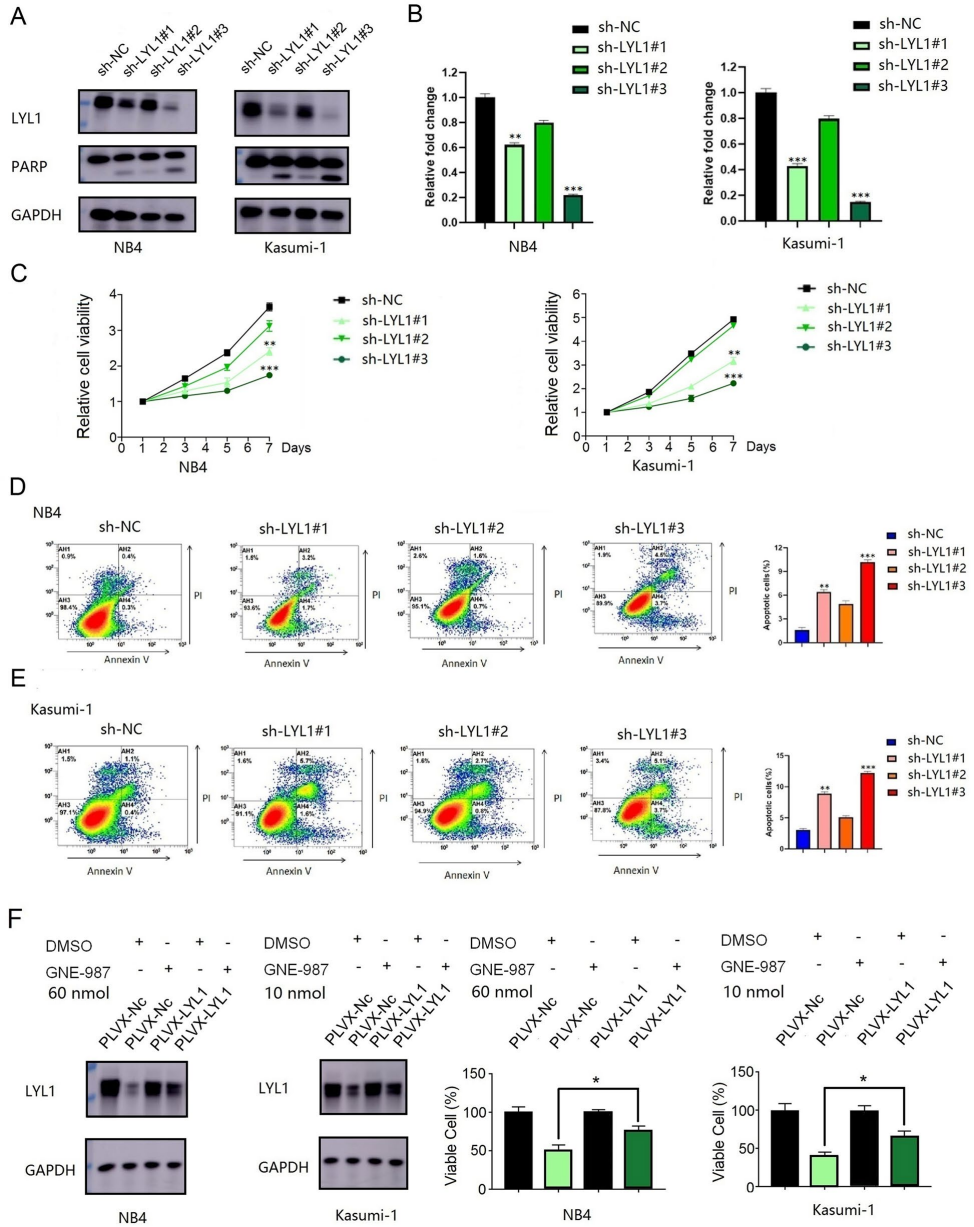
**A** Knockdown efficiency of *LYL1* was evaluated in NB4 cell line and Kasumi-1 cell line by western blotting. **B** Knockdown efficiency of *LYL1* was evaluated in NB4 cell line and Kasumi-1 cell line by qPCR. **C** Knockdown of *LYL1* significantly inhibited the proliferation rates of NB4 cells and Kasumi-1 cells. **D** Flow cytometry showed that knockdown of *LYL1* increased the apoptotic rates of NB4 cells. **E** Flow cytometry showed that knockdown of *LYL1* increased the apoptotic rates of Kasumi-1 cells. **F** Cell viability experiment further showed that cell growth was not significantly influenced by GNE-987 (treated for 24 h) in *LYL1* over-expressed AML cells, compared to *LYL1* non-overexpressed AML cells

We next assessed the binding pattern of LYL1 across genomic regions in three public ChIP-Seq datasets (for the NB4, HL-60 and Kasumi-1 cell line respectively, GSE63484) [31] and found that LYL1 functions cooperatively with Elf4, RUNX2, CEBPD, TEAD3, GATA2, and Twist2 (Fig. 7A, B, C). Importantly, LYL1 was found to bind to the promoter region of 386 genes in all three AML cell lines (NB4, HL-60, and Kasumi-1) (Fig. 7D, Supplementary Table 12). qRT-PCR validation further showed that these genes were significantly downregulated in NB4 cells in response to *LYL1* silencing (Fig. 7E). Together, these results suggest that *LYL1* is required for the growth and survival of human AML cells.

**Fig. 7:**
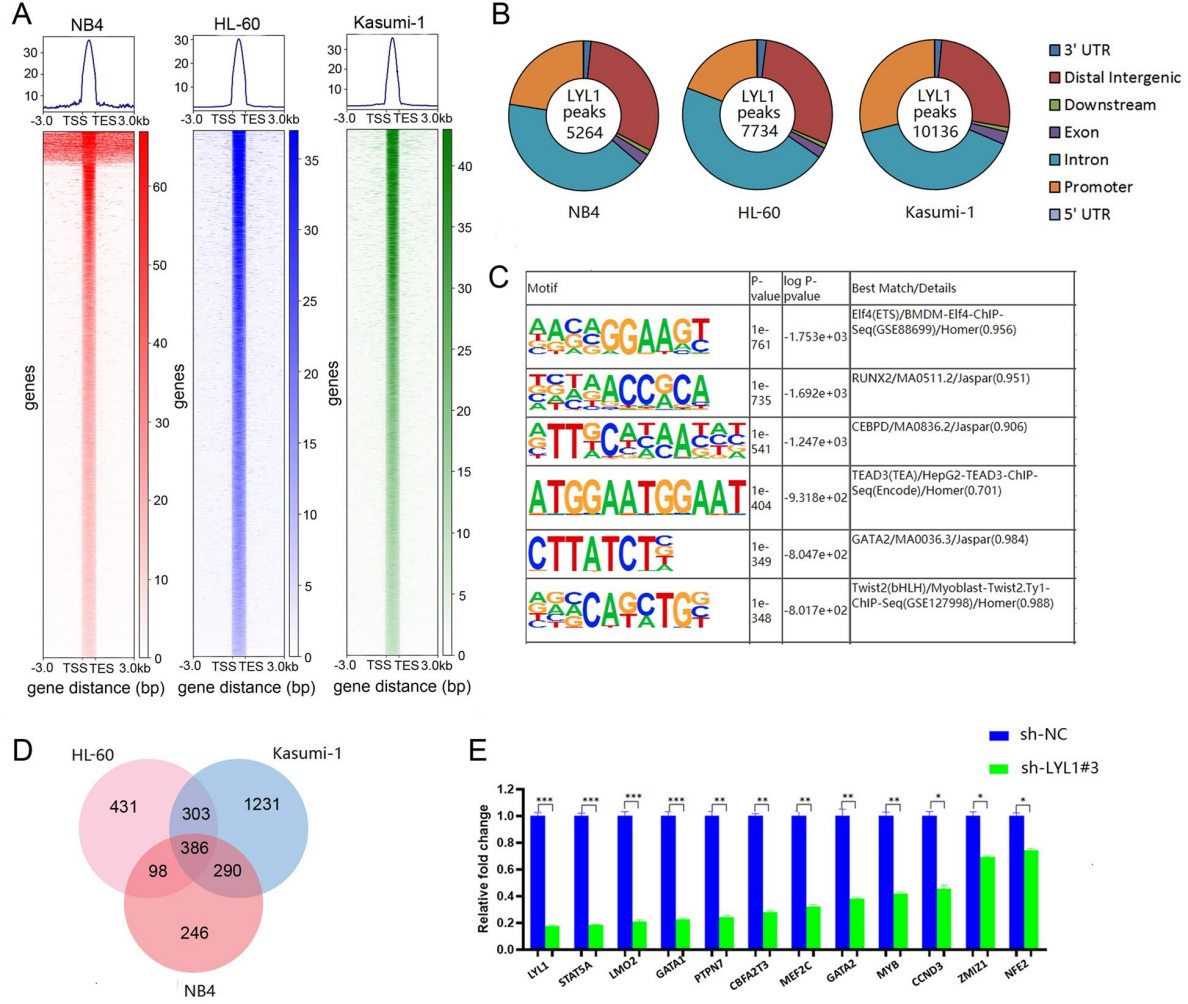
**A** Heatmaps generated from ChIP-Seq data analyses showed the occupancy of LYL1 in NB4, HL-60, and Kasumi-1 cell lines. **B** distribution of LYL1 binding to genomic regions in the human AML cell line NB4, HL-60, and Kasumi-1 as assessed by ChIP-Seq. Peak annotation of LYL1 is summarized in a pie chart format. **C** Motif enrichment analysis of the 5264 specific LYL1 peaks in NB4 cells. **D** Venn diagram of common genes bound by LYL1 at its promoter regions in AML cell line NB4, HL-60, and Kasumi-1. **E** qRT-PCR results of 11 genes in NB4 cell line when silencing *LYL1*

## Discussion

AML is an aggressive neoplasm and its prognosis is poor [8]. AML is complex, and exploring its pathogenic mechanisms will help improve the current state of AML treatment [5–8]. Multiple hub genes have been identified in AML. RUNX1 dysfunction is a major pathogenic mechanism of AML [9]. MPO is a marker for AML diagnosis and prognosis [11]. CDK6 is another key molecule in AML development [12].

Super-enhancers are attracting the attention of many researchers at present. Super-enhancers recruit a particularly large number of transcription factors/cofactors and induce the transcription of many target genes, compared with typical enhancers. Super-enhancers have been reported to be frequently associated with cancer genes [28, 34–36]. Super-enhancer promotes the growth and survival of t(4;14)-positive multiple myeloma [16]. Super-enhancer was found to activate the Wnt/beta-catenin pathway and promotes the proliferation of liver cancer cells [17]. Oncogenic super-enhancers were also identified in colorectal cancer through genome-wide profiling [18]. In addition, super-enhancer was reported to play a role in glioma progression [19]. Super-enhancer was also found to be involved in squamous cell carcinoma [20]. Furthermore, super-enhancer is known to play a role in triple-negative breast cancer [21]. In addition, super-enhancer has been reported to be abnormally activated and result in CHPT1 overexpression, which leads to enzalutamide resistance in castration-resistant prostate cancer [22]. To date, the biological significance of super-enhancers in AML remains unclear, and it is useful to identify critical super-enhancers and associated genes that are required for the development of AML.

In our study, we found super-enhancers at 200 gene loci in ≧ 10 AML samples. These genes are required for AML progression. Strikingly, we identified super-enhancers at the *LYL1* gene locus in 10 AML samples. We also found that GNE-987 treatment downregulates the expression of super-enhancer-associated genes in AML cells, including the expression of *LYL1*. Further functional analysis indicated that *LYL1* is required for AML cell growth and survival. These results elucidated a crucial role of *LYL1* in promoting AML progression. The ChIP-Seq results in AML cell lines differed from those in AML patient samples in this study, and further ChIP-Seq analysis of AML cell lines is necessary to confirm this discrepancy.

*LYL1* was identified to function in clear cell renal cell carcinoma [37]. It was reported to have strong association with immune infiltrations in clear cell renal cell carcinoma. Copy number amplification of *LYL1* was reported in gliosarcoma based on a comparison at the molecular level between gliosarcoma patients and glioblastoma patients [38]. *LYL1* expression also showed differences between osteosarcoma and control samples, and the expression of *LYL1* was significantly decreased in osteosarcoma cell lines compared to normal cells [39]. *LYL1* gene amplification was also determined to be involved in the development of uterine corpus endometrial carcinoma, and *LYL1* gene amplification was reported to be a risk factor for poor prognosis in patients with uterine corpus endometrial carcinoma according to a study of 370 patients with uterine corpus endometrial carcinoma [40]. *LYL1* is able to maintain primitive erythropoiesis, and it was reported to bind to a subset of stem cell leukemia (SCL) targets according to ChIP-seq analysis in a human erythroleukemia cell line [41]. *LYL1* functions in platelet production in mice [42]. It regulates GATA1 expression and functions cooperatively with SCL in platelet production. It has been reported that the expression of *LYL1* is higher in AML than in normal bone marrow, and *LYL1* was found to be overexpressed in myelodysplastic syndrome compared with normal bone marrow [43]. LYL1 is a member of a heptad of transcription factors that play roles in human CD34+ haematopoietic stem and progenitor cells (HSPCs), and LYL1 has prognostic significance in AML [44]. In this study, *LYL1* was found to be associated with super-enhancers in 10 AML samples, suggesting that aberrant expression of *LYL1* triggered by super-enhancers probably plays a role in AML development. It has also been reported that transcriptional regulation can be both BRD4-dependent and BRD4-independent [45]; therefore the expression of *LYL1* might be regulated in both BRD4-dependent and BRD4–independent manners. To our knowledge, there is no reported enhancer regulation of *LYL1* to date, and whether the expression of *LYL1* is also regulated by the BRD4-independent enhancer needs to be explored in future studies.

## Conclusion

In summary, we identified 200 common super-enhancer-associated genes in AML samples, and a series of those genes are cancer genes. We also found that GNE-987 treatment downregulates the expression of super-enhancer-associated genes in AML cells, including the expression of *LYL1*. Further functional analysis indicated that *LYL1* is required for AML cell growth and survival. These findings promote the understanding of AML pathophysiology and elucidate an important role of *LYL1* in AML progression.

## Supplementary Information

**Additional file 1: Supplementary Table 1.** Treatment and outcome of 11 pediatric AML patients included in ChIP-seq analysis.

**Additional file 2: Supplementary Table 2.** shRNAs used to knockdown *LYL1* and PLVX-LYL1 used to over-express *LYL1*.

**Additional file 3: Supplementary Table 3.** Primers used for qRT-PCR analyses.

**Additional file 4: Supplementary Table 4.** Super-enhancers identified in each of the 11 AML samples.

**Additional file 5: Supplementary Table 5.** Super-enhancers identified in each of the 7 T-ALL samples.

**Additional file 6: Supplementary Table 6.** Super-enhancers identified in each of the 8 B-ALL samples.

**Additional file 7: Supplementary Table 7.** 200 hundred genes which harbor super-enhancers in ≧ 10 AML samples.

**Additional file 8: Supplementary Table 8.** Gene ontology enrichment analysis results of the 200 genes which were commonly associated with super-enhancers in ≧10 AML samples.

**Additional file 9: Supplementary Table 9.** FPKM values from RNAseq results of 9 AML samples.

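The part of Supplementary Table 10 read here holds 1998 genes with lower expression in GNE-987-treated cells, each with its FPKM in the 4 libraries, a log2 fold change, a P value and an adjusted P value. The FPKM values of all 1998 genes are within 1% of the deposited values in each library. For 1782 of the 1943 genes above 0 in both groups, the log2 fold change in the table is within 0.01 of the log2 ratio of the mean FPKM. The table's P values in this part reach 0.0497 and its adjusted P values 0.0825, with 69 genes over 0.05, so its threshold is on the unadjusted P value. Of these genes, 1764 had a mean FPKM high enough to be tested here, and 1758 of them were lower at the same thresholds with limma.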

**Additional file 10: Supplementary Table 10.** 11,834 genes identified to be differentially expressed between the control and GNE-987-treated NB4 cells.

**Additional file 11: Supplementary Table 11.** Super-enhancer-associated genes in NB4 cells and in NB4 cells treated with GNE-987.

**Additional file 12: Supplementary Table 12.** Genes bound by LYL1 at its promoter regions in AML cell line NB4, HL-60, and Kasumi-1.

**Additional file 13: Supplementary Figure 1.** Compared to T-ALL or B-ALL, super-enhancers associated with *MPO* are observed to be AML specific.

**Additional file 14: Supplementary Figure 2.** Super-enhancers associated with *ZFP36L2* are common to all three hematological diseases (AML, T-ALL, and B-ALL).

**Additional file 15: Supplementary Figure 3.** Compared to T-ALL, super-enhancers associated with *SPI1* are found to be AML and B-ALL specific.

**Additional file 16: Supplementary Figure 4.** Super-enhancers associated with *LYL1* are common to all three hematological diseases (AML, T-ALL, and B-ALL).

**Additional file 17: Supplementary Figure 5.** The public BRD4 ChIP-Seq data of AML cell line MV4–11 (GSE101821) showed that BRD4 functions with CEBPE and RUNX1.

## Data Availability

The data used and/or analyzed during the current study are available from the corresponding author on reasonable request (GSE188605, GSE188750, GSE188891, GSE190775).

## Abbreviations

AML: Acute myeloid leukemia
ChIP: Chromatin immunoprecipitation
LYL1: LYL1 basic helix-loop-helix family member
BM: Bone marrow
SE: Super-enhancer
TE: Typical enhancer

# Supplementary material for: Super-enhancer profiling identifies novel critical and targetable cancer survival gene LYL1 in pediatric acute myeloid leukemia
**Source:** J Exp Clin Cancer Res. 2022 Jul 16;41:225. doi: 10.1186/s13046-022-02428-9
**Supplement:** Supplementary file 2 — Additional file 2: Supplementary Table 2. shRNAs used to knockdown LYL1 and PLVX-LYL1 used to over-express LYL1.

**Supplementary Table 2.** shRNAs used to knockdown *LYL1* and PLVX-LYL1 used to over-express *LYL1*

| Name | Sequence |
| --- | --- |
| Homo-LYL1-sh1 | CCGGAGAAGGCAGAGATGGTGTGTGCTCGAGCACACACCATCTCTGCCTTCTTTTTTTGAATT |
| Homo-LYL1-sh2 | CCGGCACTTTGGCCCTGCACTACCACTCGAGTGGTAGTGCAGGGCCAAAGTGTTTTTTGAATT |
| Homo-LYL1-sh3 | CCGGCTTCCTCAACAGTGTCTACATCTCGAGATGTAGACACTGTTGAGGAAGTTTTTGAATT |

# Supplementary material for: Super-enhancer profiling identifies novel critical and targetable cancer survival gene LYL1 in pediatric acute myeloid leukemia
**Source:** J Exp Clin Cancer Res. 2022 Jul 16;41:225. doi: 10.1186/s13046-022-02428-9
**Supplement:** Supplementary file 3 — Additional file 3: Supplementary Table 3. Primers used for qRT-PCR analyses.

**Supplementary Table 3.** Primers used for qRT-PCR analyses

How the deposited data were processed for this re-analysis (not part of the article)

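Gene expression was measured by RNA-seq in cells labelled NB4, 2 control libraries and 2 libraries from cells treated with 25 nM GNE-987 for 24 h. The authors mapped filtered reads with HISAT, identified differentially expressed genes with DESeq2 and deposited FPKM values per gene and library. The program that counted the reads, the genome build and the annotation of this step are not named in the paper's text. The groups were taken from the sample labels and the dose and time from the paper's figure legends. The replicate numbers come from the sample labels. No further column of the deposited table was left unused.

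Because the deposited values are FPKM and not counts, a test for counts was not the main test here. Values were transformed to log2(FPKM + 0.1), genes with a mean under 0.5 FPKM over the 4 libraries were left out, and the remaining 16668 genes were tested with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes moderation with an intensity trend, no replicate block). Differentially expressed genes had an unadjusted P value under 0.05 and a fold change over 2 or under 0.5, as in the paper's methods. Adjusted P values are Benjamini-Hochberg adjusted over all tested genes unless a list is named. Gene sets were tested with limma's camera test at a preset correlation of 0.01 between genes, two-sided, adjusted over 4 sets, and each set's median log2 fold change was placed among 10000 random lists matched on mean expression in 20 bins.

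Reads per gene were recovered from the steps of the FPKM values between libraries, with a tolerance of 0.01 for a whole read. At the exon lengths of GENCODE release 44, 53.0% of the genes above 0 came out whole in every library, and each of the remaining genes did so at another whole length. These reads give the depth, between 12365661 and 19334710 reads on genes per library, and served 2 added alternatives, but not the main test. The paper's table of differentially expressed genes holds FPKM values within 1% of the deposited ones for all 1998 genes that could be compared.

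Gene lists came from Supplementary Tables 7 and 11 and were matched by current symbol, by the names paired with identifiers in Supplementary Table 10, and by older symbols and synonyms in reference tables. This matched 191 of 200 and 1012 of 1055 genes. The lists of 79 ribosomal protein genes and 87 ribosome biogenesis genes were written by hand. The gene ontology terms of Fig. 4B were not recomputed.

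The genes named in the text were chosen by a rule. They include the 20 genes of Fig. 4D, MPO and SPI1, BRD2, BRD3 and GAPDH, the genes of Fig. 7E, and the 5 largest increases and 5 largest decreases among genes with an adjusted P value under 0.05, a mean of at least 10 FPKM and both GNE-987 libraries on the same side of both control libraries. The marker genes and the genes found on both super-enhancer lists outside the 20 were named after their values were seen.

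The alternatives were scaling to GAPDH, pseudocounts of 1 and 0.01, no filter, a mean of at least 1 FPKM, quantile normalization, median-ratio scaling, Benjamini-Hochberg adjusted P values, a test against a fold change of 2, the replicate number as a block, and leaving out each library in turn. For the gene sets they were the estimated correlation between genes and random lists. Scaling to the total of recovered reads and limma-voom on recovered reads were added after the data were seen. Alternatives planned for count tables were not run because the deposited values are FPKM. With 2 libraries per group, no other split of the samples was tested, since that needs 3 per group.

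The steps were tested on simulated data. Among 16668 simulated genes, 200 were changed by known fold changes, and 190 of these (95%) were called with the right sign, with 196 calls among the 16468 unchanged genes (1.19%). The changed genes were far fewer than those called in the data. All simulated changes were past the fold change threshold, so smaller ones were not tested. All 20 simulated gene sets that were shifted were found, and 0 of 20 unshifted sets were called. Every simulated read was recovered for all 32627 genes of that step. These genes were simulated at the same annotated exon lengths that the recovery tries first, so this could hardly have come out otherwise. The search for another exon length, which the data needed for the genes not whole at the annotated one, was not tested by it. The H3K27ac ChIP-seq, qRT-PCR, Kasumi-1 and patient data were not analysed here.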

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

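The tests of depth and of shares of reads were chosen after the result was seen. The tests on neighbouring genes, genomic DNA and gene copies were written before their shares were computed, but after the genes of 5 regions had been looked at.

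A signal appeared in genes that the paper does not discuss. Among 29539 genes of at least 300 bases of exon with at most 3 reads in each control library, 1634 (5.53%) had at least 10 reads in both GNE-987 libraries, 909 of them protein-coding, 410 long noncoding RNA genes and 294 pseudogenes. In the other direction, 438 of 26937 genes (1.63%) with at most 3 reads in each GNE-987 library had at least 10 in both control libraries. The GNE-987 libraries are the shallower ones, with 0.656 times the reads on genes of the control libraries, so deeper sequencing does not account for the rise. Of the 1634 genes, 1078 are among the differentially expressed genes higher with GNE-987.

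Reads that run on past the end of an active gene may account for part of it. Active genes were the 3745 genes with at least 10 FPKM in control cells. Silent genes 1 to 10 kb past the 3′ end of an active gene had risen in 29.6% of cases (144 of 486), against 8.09% (30 of 371) at the same distance before the 5′ end of one (Fisher's exact test across genes, two-sided, p = 8.53e-16, and genes are not independent replicates). With the 5 regions seen first left out, the shares were 29.5% and 8.09%. At 10 to 30 kb the shares were 22.6% and 8.6%, and at 30 to 100 kb 14.7% and 5.21%. With pseudogenes left out, the nearest window gave 32.6% past the 3′ end and 9.47% before the 5′ end, so reads shared between gene copies do not account for the difference. Genes over 200 kb from any active gene had risen in 2.45% of cases (461 of 18783), against 18.1% within 30 kb, which is not what genomic DNA spread evenly over the genome would give. Genes on the strand opposite to the active gene rose in 25.2% of cases in the nearest window and genes on the same strand in 33.7%, so the counting may not have used strand. Transcription past gene ends after GNE-987 treatment is one hypothesis. The induction of neighbouring genes by the compound, and differences in library preparation between the groups, were not tested, so the pattern cannot be called biological from these data.

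Mitochondrially encoded genes held 15.5% of the reads on genes in the GNE-987 libraries on average (15.7% and 15.3%) and 4.17% in the control libraries (3.77% and 4.56%). The paper does not report on them. Because the share is taken within each library, the scaling of the deposited values does not account for it. A share cannot tell a rise of mitochondrial RNA from a fall of other RNA, and protein-coding genes outside mitochondria went from 92.8% to 80.1% of the reads. No biological explanation was tested.

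Small nuclear RNA genes held 0.0483% of the reads with GNE-987 on average and 0.00379% in control cells, and features of the 45S ribosomal RNA region held 0.0963% against 0.0011%. Replication-dependent histone genes, whose RNA has no poly(A) tail either, went from 0.223% to 0.828%. The shares were higher in both GNE-987 libraries than in both control libraries for each of these classes, so the scaling of the deposited values does not account for them. RN7SK, RMRP, RPPH1, RN7SL1, RN7SL2, SCARNA2 and TERC together held 0.0252% against 0.0191%, with control replicate 1 at 0.0281% and control replicate 2 at 0.0101%, above and below both GNE-987 libraries (0.0228% and 0.0277%), so no direction can be given for this set. Reads of small nuclear RNA genes are shared between near-identical copies, and the selection of RNA at library preparation was not tested. The pattern cannot be told apart from a difference in that selection.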

How the results depend on the processing

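Apart from the 2 alternatives based on recovered reads, the alternatives were chosen before the data were examined. The alternatives planned for counts were not run, because the deposited values are FPKM. Median-ratio scaling changed no value, since the deposited values already have equal medians of ratios, and so shows no stability.

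The number of differentially expressed genes ran from 7698 (pseudocount 1) to 13903 (no filter), against 9750. The split between higher and lower depended on the scaling. With scaling to GAPDH, 3031 genes were higher and 9738 lower, and the median log2 fold change of all tested genes moved by -1.77. With quantile normalization, 4235 were higher and 5464 lower, which put 43.7% of the calls on the higher side against 57.5%. With no filter, 8757 were higher. With the total of recovered reads as the scale, chosen after seeing the data, 4169 were higher and 6665 lower. Of the 5602 genes first called higher, 3031 kept that call with scaling to GAPDH, and all 4148 first called lower kept theirs. Scaling to GAPDH and to the total of recovered reads moves each gene down, so genes already lower can hardly lose that call, and their keeping it shows no stability. Limma-voom on recovered reads, chosen after seeing the data, called 10119 genes.

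The number of super-enhancer-associated genes that were lower followed the scaling too. With scaling to GAPDH, it was 84 of the 200-gene list, 525 of the NB4 list and 48 of the genes on both lists, against 42, 219 and 23. With the total of recovered reads as the scale, it was 59 of the 200-gene list, 349 of the NB4 list and 37 of the genes on both lists. In the gene set test with scaling to GAPDH, the NB4 list, with a median of -1.79, passed the threshold as lower than the other genes (adjusted P value 0.0092, from limma's camera test), whereas over its other settings with a test the adjusted P value ran from 0.471 to 0.852 and the random lists gave 0.683. The cause was not tested. With the correlation between genes estimated from the data, the medians of 2.01 for the ribosomal protein genes and -1.25 for the ribosome biogenesis genes stayed as they were but neither list passed the threshold (adjusted P value 0.126 for each).

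All 20 candidate genes were lower at the thresholds with scaling to GAPDH, quantile normalization, no filter, adjusted P values, the replicate block and both alternatives based on recovered reads, of which scaling to GAPDH and to the total of recovered reads could hardly have come out otherwise. With a pseudocount of 0.01 and with a mean of at least 1 FPKM, 19 were, with a pseudocount of 1, 16, and in the test against a fold change of 2, 15 (14 with adjustment over the list). LYL1 stayed past the threshold under each alternative with a test, from -5.80 to -3.71. With the replicate number as a block, 9853 genes passed, LYL1 had an unadjusted p of 5.57e-06 from limma, and no single gene examined changed its side of the threshold. The correlation of 0.00537 between the deviations of same-numbered libraries gives no sign of pairing.

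Each fit that left out one library has 1 library in an arm and no test, so genes were counted on the fold change alone. Across the 4 fits there were 10391 to 10563 differentially expressed genes, 5994 to 6086 higher and 4397 to 4477 lower. The counts of lower genes were 18 to 19 of the 20 candidates, 38 to 41 of the 200-gene list, 215 to 226 of the NB4 list and 21 to 23 on both lists. The median of the NB4 list ran from -0.042 to 0, against 0.023 with all libraries, that of the 200-gene list from -0.024 to 0.017, that of the ribosomal protein genes from 1.98 to 2.02 and that of the ribosome biogenesis genes from -1.28 to -1.19. The log2 fold change of LYL1 ran from -4.07 to -3.89. None of the 44 other single genes examined changed sign in these fits.

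Among single genes, BRD2 reversed with scaling to GAPDH, to -0.096, and GAPDH with quantile normalization, to -0.11. Neither value passed a threshold on P from limma (unadjusted 0.127 and 0.12), and both scalings move the median of all tested genes down, by -1.77 and -0.42. Of the 44 other single genes examined, 5 no longer passed in the test against a fold change of 2, 4 with a pseudocount of 1 and 1 with a pseudocount of 0.01. With scaling to GAPDH, SPI1, BRD3 and ZMIZ1 were among those that newly passed as lower, as they were with the total of recovered reads, under which BRD2 no longer passed (0.97). With quantile normalization, BRD3 newly passed. Depth limits DLGAP1-AS1 most among the 20 genes, with 0 and 6 reads in the GNE-987 libraries.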

Differences from the paper's values

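For 3 of the candidate genes the log2 fold change differed from the one in Supplementary Table 10 by more than the replicate SD. For ANKRD13D it was -2.73 here against the paper's -2.85. Of the alternatives set before the data were examined, a pseudocount of 0.01 (-2.84) and leaving out GNE-987 replicate 1 (-2.82) fell within the replicate SD of the paper's value, and the others did not. For RREB1 it was -2.57 against the paper's -2.66, and a pseudocount of 0.01 (-2.65) and leaving out control replicate 1 (-2.63) fell within it. For ZEB2 it was -1.92 against the paper's -2.04, and of the same alternatives only a pseudocount of 0.01 (-2.03) fell within it. Limma-voom on recovered reads, added after the data were seen, gave -2.84 for ANKRD13D, -2.65 for RREB1 and -2.04 for ZEB2. These values also fell within the replicate SD of the paper's.

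The paper states that GNE-987 inhibits the expression of super-enhancer-associated genes. Of the 130 tested genes of the 200-gene list, 42 were lower and 39 higher at the thresholds here, and of the 787 of the NB4 list 219 were lower and 211 higher. The counts of lower genes read from the paper's figure are 38 and 220, so the counts here are close to the paper's. What differs is the general statement, since about as many listed genes were higher. With scaling to GAPDH, 84 and 525 were lower here. The paper's filter of both lists leaves the 20 genes of Fig. 4D, and here 3 more genes on both lists were lower, ADRBK1, GLTSCR1L and MIR4312.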

Other observations

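The tests here were chosen after the result was seen, except that of gene length. The lists of marker genes were written after the values of 26 of their 40 genes had been looked at.

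The larger number of genes higher than lower with GNE-987 may follow from how the deposited values were scaled. With the total of recovered reads as the scale, 38.5% of the differentially expressed genes were higher, against 57.5% with the deposited scaling. Neither scale measures the amount of RNA per cell, so the data do not tell which split holds for the cells.

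The control libraries, which are labelled NB4, held little RNA of granule genes and clear amounts of erythroid genes. On a list of 20 genes of granulocyte precursors and monocytes, 3 genes (AZU1, LYZ and CFD) reached 1 FPKM in both control libraries, and on a list of 20 erythroid genes 18 did. MPO was at 0.0246 and 0 FPKM, ELANE and CTSG were listed at 0 in both, and S100A8 and S100A9 too, whereas GATA1 was at 124 and 122 FPKM, KLF1 at 85.2 and 85.9 and RHAG at 143.5 and 143.3. A candidate explanation is that the cells behind these libraries were of another kind than promyelocytes, such as erythroid cells, but lists written after most of the values were seen cannot settle it. Among the genes whose values had not been seen when the lists were written, 1 of 8 granule genes and 5 of 6 erythroid genes reached 1 FPKM in both control libraries. The depth does not account for it, since 1 FPKM stands for 37.3 reads at the median exon length of the granule genes. Between the control libraries, 0 of the 40 marker genes lay on different sides of 1 FPKM, and over all tested genes Pearson's r was 0.977 between them (across genes, which are not independent replicates), against 0.535 or less between a control and a GNE-987 library. A single control library of another kind thus does not account for it. Of the 4 granule genes on the NB4 super-enhancer list of Supplementary Table 11 (MPO, ELANE, AZU1 and PRTN3), 3 were under 1 FPKM in both control libraries, and 64.5% of the 1012 matched genes of that list were at 1 FPKM or more. Of the 20 erythroid genes, 1 (KLF1) is on that list, and GATA1 and RHAG are not. The list thus holds more granule than erythroid genes, the reverse of the RNA, but with 4 and 1 genes, 1 of the 4 above 1 FPKM, this does not settle whether the ChIP-seq and RNA-seq came from the same kind of cells. NB4 RNA from another source was not used here, and the state of these NB4 cells in culture was not tested either. The explanation remains a hypothesis.

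MPO rose to 11.8 and 11.3 FPKM with GNE-987. SPI1 went from 7.52 and 5.68 FPKM to 4.80 and 3.23, a log2 fold change of -0.72 (standard error 0.257, adjusted P value 0.0653 from limma with Benjamini-Hochberg adjustment), and it did not pass the thresholds. With the replicate number as a block, its adjusted P value was 0.00766 from limma, and only the fold change kept it from passing.

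BRD2 had a log2 fold change of 1.76 (standard error 0.0471) and BRD3 of -0.91 (0.113). Relative to GAPDH, which itself had a log2 fold change of 1.85 with the deposited scaling, BRD2 was at -0.096 and BRD3 at -2.68.

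Of the 11 genes of Fig. 7E, which the paper measured by qRT-PCR after silencing of LYL1, 10 were lower with GNE-987 at the thresholds, with a median log2 fold change of -2.76. PTPN7 fell most after MYB, with log2 fold changes of -4.19 and -4.26, followed by NFE2 with -4.12. ZMIZ1, with -0.52, did not reach a fold change of 2.

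A hypothesis that the 200 super-enhancer-associated genes fell more than other genes of the same expression level and exon length was not borne out. Their median log2 fold change stood at the 58.1th percentile of 10000 random lists matched on both, and at the 74.95th among protein-coding genes matched on expression. The median of the NB4 list stood at the 58.2th percentile with both matched and at the 99.2th among protein-coding genes, so its protein-coding members fell less than most random lists of such genes. If the cells of the RNA-seq differ in kind from those in which the super-enhancers were called, which was not settled, the comparison could miss a fall of the genes that depend on super-enhancers in the other cells.

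Log2 fold changes were related to gene length. Over 10996 protein-coding genes, Spearman's rho of log2 fold change with genomic length was -0.185 (across genes, which are not independent replicates), and it was -0.183 with exon length. The median log2 fold change was 0.29 in the group with the shortest genes and -0.62 in the group with the longest, of 4 groups of equal size. A fall that is larger for long genes may come from a block of transcription elongation or from differences between the libraries in RNA integrity, and these were not told apart.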
